# Novel drug-regulated transcriptional networks in brain reveal pharmacological properties of psychotropic drugs

**DOI:** 10.1186/1471-2164-14-606

**Published:** 2013-09-08

**Authors:** Michal Korostynski, Marcin Piechota, Jaroslaw Dzbek, Wiktor Mlynarski, Klaudia Szklarczyk, Barbara Ziolkowska, Ryszard Przewlocki

**Keywords:** Gene expression patterns, Psychotropic drugs, Striatum, Molecular classification

## Abstract

**Background:**

Despite their widespread use, the biological mechanisms underlying the efficacy of psychotropic drugs are still incompletely known; improved understanding of these is essential for development of novel more effective drugs and rational design of therapy. Given the large number of psychotropic drugs available and their differential pharmacological effects, it would be important to establish specific predictors of response to various classes of drugs.

**Results:**

To identify the molecular mechanisms that may initiate therapeutic effects, whole-genome expression profiling (using 324 Illumina Mouse WG-6 microarrays) of drug-induced alterations in the mouse brain was undertaken, with a focus on the time-course (1, 2, 4 and 8 h) of gene expression changes produced by eighteen major psychotropic drugs: antidepressants, antipsychotics, anxiolytics, psychostimulants and opioids. The resulting database is freely accessible at http://www.genes2mind.org. Bioinformatics approaches led to the identification of three main drug-responsive genomic networks and indicated neurobiological pathways that mediate the alterations in transcription. Each tested psychotropic drug was characterized by a unique gene network expression profile related to its neuropharmacological properties. Functional links that connect expression of the networks to the development of neuronal adaptations (MAPK signaling pathway), control of brain metabolism (adipocytokine pathway), and organization of cell projections (mTOR pathway) were found.

**Conclusions:**

The comparison of gene expression alterations between various drugs opened a new means to classify the different psychoactive compounds and to predict their cellular targets; this is well exemplified in the case of tianeptine, an antidepressant with unknown mechanisms of action. This work represents the first proof-of-concept study of a molecular classification of psychoactive drugs.

## Background

The complex etiology and heterogeneity of mental disorders is associated with moderate effectiveness of psychoactive drugs, frequent recurrence of symptoms and high cost of therapy [1]. Psychotropic drugs have diverse therapeutic profiles (Table 1), and even a single class drugs can show high diversity of effectiveness and effects may be limited to particular sub-types of a given disorder, exemplified by the various subclasses of antidepressants [2]. On the other hand, drugs belonging to different therapeutic classes may have effects that are either beneficial or adverse in a particular disease. Therefore, the identification of common and specific neurobiological actions of psychoactive compounds is critical to understanding therapeutic mechanisms. Furthermore, comparison of drug-induced molecular profiles may provide objective criteria for a more rational classification of psychotropic drugs.

**Table 1:** A list of psychotropic drugs selected for the comparison

	**Drug**	**Dose [mg/kg, i.p.] (control)**^**1**^	**Pharmacological targets**	**Clinical group**^**7**^
1	Mianserin (MIA)^3^	20 (sal)	HRH1 / HTR2C, 2A, 3A / ADRA2C, 2A, 1A / NET / CHRM	Antidepressant (NaSSa)
2	Imipramine (IMI)^3^	10 (sal)	SERT / HRH1 / NET / ADRA1A / HTR2C / CHRM	Antidepressant (TCA)
3	Fluoxetine (FLU)^3^	20 (sal)	SERT / NET / HTR2C	Antidepressant (SSRI)
4	Bupropion (BUP)^3^	20 (sal)	DAT	Antidepressant (DRI)
5	Tianeptine (TIA)^2^	20 (sal)	*Unknown targets*	Antidepressant (SSRE)
6	Tranylcypromine (TRA)^2^	20 (sal)	MAO	Antidepressant (MAOI)
7	Methamphetamine (MET)^2^	2 (sal)	NET / DAT	Psychostimulant
8	Cocaine (COC)^2^	25 (sal)	DAT / NET / SERT	Psychostimulant
9	Nicotine (NIC)^2^	1 (sal)	n-AChR	Psychostimulant
10	Heroin (HER)^6^	10 (sal)	OPRM1, OPRK1, OPRD1	Analgesic
11	Morphine (MOR)^4^	20 (sal)	OPRM1, OPRK1, OPRD1	Analgesic
12	Ethanol (ETO)^2^	2000 (sal)	GABAA	Anxiolytic/Analgesic
13	Diazepam (DIA)^2^	5 (twe)	GABAA	Anxiolytic
14	Buspirone (BUS)^3^	10 (sal)	5HT1A	Anxiolytic
15	Hydroxizine (HYD)^2^	10 (sal)	HRH1	Anxiolytic
16	Clozapine (CLO)^3^	3 (twe)	DRD4, 2 / HRH1 / HTR2A, 2C / DRD1 / CHRM / ADRA1A	Antipsychotic
17	Risperidone (RIS)^3^	0.5 (twe)	HTR2A, 2C / DRD1 / DRD2, 3, 4 / ADRA1A, 2C / HRH1	Antipsychotic
18	Haloperidol (HAL)^3^	1 (twe)	DRD2, 3, 4 / 5HT2	Antipsychotic
19	Tween 80^2^	vol. 10 ml/kg (naïve)	*No targets*	Vehicle
20	Saline (SAL)^5^	vol. 10 ml/kg (naïve)	*No targets*	Vehicle

^1^the effective drug doses were based on the literature; the drugs were purchased from ^2^Sigma-Aldrich, ^3^Biotrend, ^4^Teva, ^5^Polpharma or ^6^synthesized from morphine, ^7^class of antidepressant (*NaSSa*, noradrenergic and specific serotonergic antidepressant, *TCA* tricyclic antidepressant, *SSRI* selective serotonin reuptake inhibitor, *DRI* dopamine reuptake inhibitor, *SSRE* selective serotonin reuptake enhancer, *MAOI* monoamine oxidase inhibitor).

The development of maladaptive neuroplastic changes is suggested to underlie the progression of neuropsychiatric disorders [3]. The pattern of structural alterations in the brain is determined by the process of synaptic plasticity and is influenced by genetic, neurodevelopmental and environmental factors [4]. It is thought that therapeutic agents reverse disease-related alterations by reconstruction and normalization of neuronal connections in targeted brain areas [5,6]. This view is supported by the fact that the therapeutic effects of psychotropic drugs usually have delayed onset and gradually increase with time. Establishment of these long-lasting changes requires gene expression and synthesis of new proteins [7-9] in a time-dependent and region-specific manner; such changes may serve as early markers of drug-activated biological processes.

Impaired control over drive and motivation is a frequent symptom in psychiatric disorders, including depression, mania and addiction [10,11]. Since these conditions are characterized by disturbed monoaminergic function, most current pharmacotherapies target receptors and transporters for dopamine, serotonin and noradrenaline as well as other transmitters such as GABA and acetylcholine [12,13]. All of these transmitter systems are represented in the striatum, a brain region responsible for control of motivation, reward-based learning and decision-making [14,15]. The striatum as an evolutionarily ancient brain region reveals comparable functions and gene expression profiles between rodents and humans [16]. Thus, despite the limitations of an animal model [17], the comparison of drug-induced dynamic alterations in the rodent striatal gene expression profile provides insights into molecular mechanisms of psychotropic drug actions.

In this study, using whole-genome gene expression microarrays we identified main drug-responsive genomic networks that are regulated by 18 individual psychoactive drugs known to impact on one or more pharmacological targets within the striatum. This work introduces a novel approach for the classification of psychotropic drugs on the basis of gene expression profiling. To encourage further discoveries along these lines, we made freely available the entire interactive database which contains the results of the present study (http://www.genes2mind.org).

## Results

### Drug-induced transcriptional alterations in the striatum

Using whole-genome microarrays (Illumina MouseWG-6), we compared striatal gene expression profiles (magnitude and dynamics of ~30,000 genes) produced by 18 major psychoactive drugs at 1, 2, 4 and 8 hours after acute administration (Table 1). 

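Striatal RNA of mice given 9 of the drugs was analysed here on MouseWG-6 arrays. Of the antidepressants, tranylcypromine, mianserin and bupropion were each given at 20 mg/kg. Among anxiolytics the dose was 5 mg/kg for diazepam and 10 mg/kg for hydroxyzine and buspirone. The antipsychotic doses were 0.5 mg/kg (risperidone), 1 mg/kg (haloperidol) and 3 mg/kg (clozapine). The remaining drugs of the study were not analysed here. Each drug was injected once, and each drug and time (1, 2, 4 and 8 h) had 3 arrays, each hybridised with pooled RNA of 2 mice. Controls were 24 arrays of mice given saline, 12 of mice given 1% Tween 80 and 12 of naive mice. The paper gives the age of the mice as 8 to 10 weeks, and the sample labels give 6 to 10 weeks. The arrays lay on 26 chips of 6 arrays. The first set of 18 chips (108 arrays) held bupropion, tranylcypromine, mianserin, clozapine, risperidone, haloperidol, Tween 80, the naive mice and saline replicates 1 to 3. The second set of 8 chips (48 arrays) held diazepam, buspirone, hydroxyzine and saline replicates 4 to 6. Diazepam had been suspended in Tween 80, whereas the vehicle arrays on its chips were saline. The authors deposited the probe signals on a log2 scale, once without normalization and once after quantile normalization, and neither table holds the z-scores described in the methods. The signals without normalization were quantile normalized again here. Before that step the median log2 signal of an array lay between 7.67 and 9.21 (median 8.24) in the first set and between 6.92 and 8.63 (median 7.66) in the second. Of 45281 probes, 2 with a missing value were left out, and the remaining 45279 carried the names of 19062 genes. Each drug was compared with the vehicle arrays of its own chip set at the same time (6 arrays in the first set and 3 in the second) in 1 linear model of all 52 groups in limma. In the first set these were 3 saline and 3 Tween 80 arrays, pooled whichever of them was the vehicle of the drug. A probe counted as changed by a drug when the moderated F test over the 4 times passed a false discovery rate of 5%, and changes are given as differences of mean log2 signal, so that a value at one time is the size there and not a call at that time. Probes varied more in the second set, with a median residual SD of 0.189 against 0.142, and the SD was larger there for 82.7% of probes. Counts for diazepam, buspirone and hydroxyzine are therefore also given with the spread estimated within their own chip set. A drug array and a vehicle array of one time shared a chip on 17 of the 26 chips, but in 0 of the 36 drug and time comparisons did every chip of the drug hold such a vehicle array. Values within a chip could therefore not be given, and the chip entered as a block beside the results.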

Obtained data were subjected to two-way analysis of variance (ANOVA) with *drug* and *time* as factors (Additional file 1). 

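Across the 9 drugs analysed here, *Cdkn1a*, an inhibitor of cyclin-dependent kinases, and *Egr2*, an immediate early transcription factor, were among the probes with the largest effect of drug (Bonferroni-adjusted p = 8.8e-49 and 2.5e-40, limma, 12 arrays per drug and 36 vehicle arrays). *Inhba*, a subunit of activin, had an adjusted p of 1.7e-37, the synaptic scaffold gene *Homer1* 3.5e-32 and the EGF receptor ligand *Areg* 2.5e-31. Among genes known as glucocorticoid targets, *Nfkbia* had an adjusted p of 6.7e-27 and the kinase *Sgk1* 2e-26. Of genes with lower signal after drug, the Notch target *Hes5* (6.6e-16) and the splicing kinase *Clk1* (2.3e-15) also passed. In all, 346 probes passed the Bonferroni threshold. The largest of the 36 changes against vehicle was upward for 274 of these probes and downward for 72. It was measured after mianserin for 148 probes, tranylcypromine for 111, risperidone for 37, diazepam for 20, haloperidol for 17, buspirone for 9, hydroxyzine for 2, clozapine for 2 and bupropion for 0. By time, it fell at 1 h for 42 probes, at 2 h for 65, at 4 h for 150 and at 8 h for 89. The model held the 9 drugs, the naive mice and the pooled vehicle groups as levels of drug, with time and chip set as further terms. With chip as a fixed block 631 probes passed.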

We found 317 drug-responsive transcripts in the striatum at the most conservative statistical threshold (P < 0.05 after Bonferroni correction, nominal P = 1.36 × 10^-06^). After removal of genes represented more than once on the microarrays, this list contains 278 unique genes. For down-stream analyses we selected top 300 transcripts ordered by genes2mind score, which takes into account fold of change and direction of drug-induce gene expression alterations (please see Methods for details). This method was implemented in the genes2mind selection module (http://www.genes2mind.org). Furthermore, we estimated total number of genes regulated by psychotropic drugs by calculation of true positives over a wide range of false discovery rates (FDR). This estimation indicated that the total number of regulated transcripts slightly exceeds one thousand (Additional file 2). Therefore, with the restrictive statistical approach we identified about 30% of drug-responsive genes in the striatum. 

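At a false discovery rate of 5%, 998 probes had an effect of drug over all arrays, and 118 probes had a drug by time interaction in limma. The interaction was passed by *Angptl4*, a lipase inhibitor induced in fasting (adjusted p = 6.5e-11), by the p53 target *Trp53inp1* (6.3e-10), by the hypoxia-inducible factor gene *Hif3a* (4.8e-08) and by the clock gene *Per1* (1.4e-05). It was not passed by *Fosb* (adjusted p = 0.3), *Crem* (0.56), *Dusp14* (0.63) or *Egr3* (0.96), which had an effect of drug with Bonferroni-adjusted p between 1.6e-24 and 2.5e-18. Among the 998 probes the largest change against vehicle was upward for 640 and downward for 358. With chip as a fixed block 2422 probes had an effect of drug and 247 an interaction. On the arrays of the first chip set alone 1958 and 189 probes passed. With median scaling in place of quantile normalization 663 and 40 probes passed.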

For canonical pathway analysis we used 5% FDR threshold at which we identified most of drug-regulated transcripts (872 microarray probes). 

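Mianserin changed the signal of 660 probes over the 4 times, 407 upward and 253 downward, and tranylcypromine that of 399, 342 upward and 57 downward. Risperidone changed 271 probes (181 upward, 90 downward), haloperidol 32 (30 upward, 2 downward) and clozapine 15 (13 upward, 2 downward). Against the own vehicle alone, with fewer control arrays, the counts of mianserin, risperidone, haloperidol and clozapine were lower. Bupropion changed 0 probes, with 1087 at an unadjusted p under 0.05 from limma. The counts depended on the spread used, and with the spread of their own chip set they were 1474 for mianserin, 719 for tranylcypromine, 554 for risperidone, 59 for haloperidol, 23 for clozapine and 0 for bupropion. Of the drugs of the second chip set, diazepam changed 6655 probes, hydroxyzine 898 and buspirone 174 with 1 spread for all arrays, and 1, 0 and 2 with the spread of their own chip set (5936, 2226 and 1795 unadjusted). At single times tranylcypromine changed 39, 50, 145 and 334 probes at 1, 2, 4 and 8 h, mianserin 0, 97, 312 and 262, and risperidone 9, 62, 257 and 7. Haloperidol changed 13, 13, 4 and 0 probes at these times and clozapine 2, 1, 7 and 0. Among the genes with the highest rise, *Sgk1* rose most 4 h after tranylcypromine, mianserin and risperidone, and the immediate early gene *Egr2* 1 h after haloperidol. With the chip as a block the counts over the 4 times were 901 for mianserin, 483 for tranylcypromine, 553 for risperidone, 53 for haloperidol, 16 for clozapine, 0 for bupropion, 418 for diazepam, 292 for hydroxyzine and 558 for buspirone. With median scaling haloperidol changed 263 probes (145 upward, 118 downward), risperidone 143 (111 upward, 32 downward), tranylcypromine 248 (187 upward, 61 downward) and clozapine 6, all upward. The share that rose thereby moved from 93.8% to 55.1% for haloperidol, from 66.8% to 77.6% for risperidone, from 85.7% to 75.4% for tranylcypromine and from 86.7% to 100% for clozapine. Single arrays weighed on the counts, which were 238 for tranylcypromine without its replicate 2, 354 for mianserin without its replicate 1, 19 for haloperidol without its replicate 2, and 135, 155 and 169 for risperidone without its replicates 2, 1 and 3. For clozapine they were 3 without replicate 3 and 5 without replicate 2. At single times the lowest counts without 1 replicate were 25 and 27 at 1 and 2 h for tranylcypromine, 41 at 2 h for mianserin, 0 and 23 at 1 and 2 h for risperidone, 3, 8 and 2 at 1, 2 and 4 h for haloperidol and 1 at 4 h for clozapine.

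**Figure D1:**
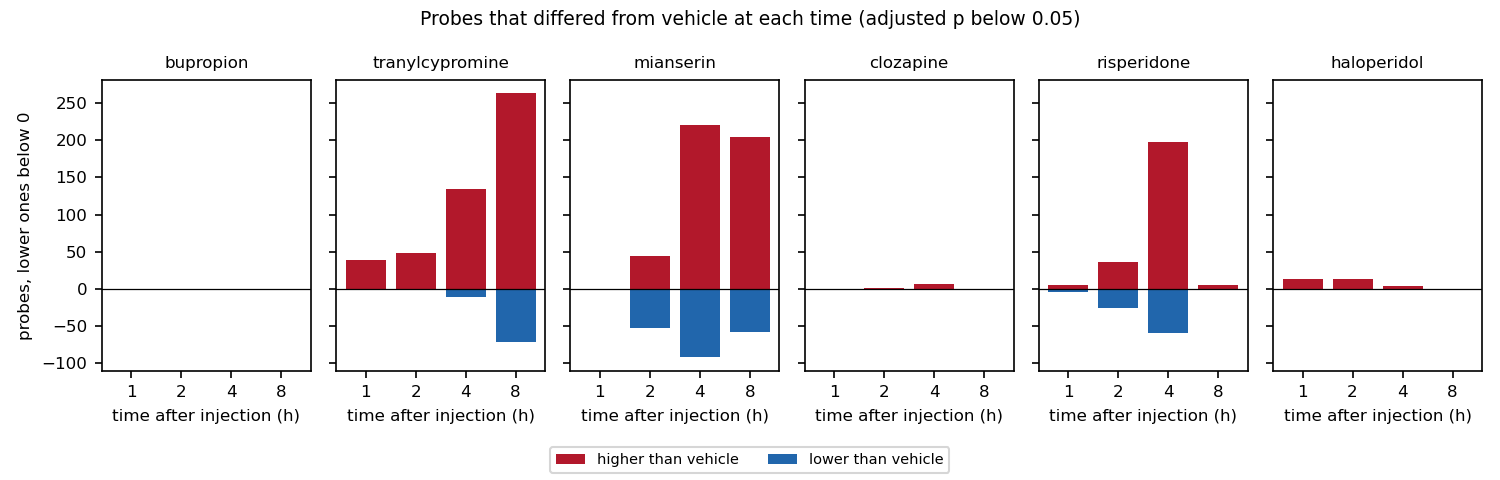
Number of probes higher (above 0) and lower (below 0) than vehicle at 1, 2, 4 and 8 h after each of the 6 drugs of the first chip set, at a false discovery rate of 5% for each time (3 drug arrays against 6 vehicle arrays). The bars of risperidone are longest at 4 h, with 257 probes. Those of mianserin are longest at 4 h (312, and 262 at 8 h) and those of tranylcypromine at 8 h (334), and with the chip as a block mianserin had 204 at 4 h and 222 at 8 h. Without tranylcypromine replicate 2 its counts at 4 and 8 h were 89 and 94.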

The number of genes regulated by each drugs in the time-course (genes2mind score > 10) is presented in Additional file 3. All the additional analyses and comparisons (including selection of drugs, genes and time-points) are available at the genes2mind resource.

### Molecular classification of psychotropic drugs

We used hierarchical clustering and principal component analysis (PCA) of the 300 drug-responsive transcripts (defined by genes2mind score using all the time-points) to classify psychotropic drugs. 

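Over the probes of the 3 gene networks reported in the study, the profiles of clozapine and risperidone lay closest together (r = 0.72 across probes), with *Cdkn1a*, *Sgk1*, *Polr3e* and *Txnip*, a redox and glucose-responsive gene, raised by each. Average-linkage clustering joined clozapine with risperidone, then mianserin to this pair, diazepam with hydroxyzine, then buspirone to these, and tranylcypromine with haloperidol, then bupropion. The mean r was 0.31 within and 0.21 between the 3 therapeutic classes, and 44 of the 280 ways to form 3 groups of 3 drugs gave a mean within groups as high (exact p = 0.16), a comparison that mixes pairs with and without shared vehicle arrays (mean r of simulated unchanged groups 0.33 on the first chip set, 0.49 on the second and 0 between them). On the first chip set, antidepressants and antipsychotics had a mean r of 0.22 within and 0.35 between classes (exact p = 0.9, 10 ways). Each profile held the change of every network probe at each of the 4 times, without averaging over times. Probes are not independent replicates, and the networks were chosen by the study on these samples. Drugs compared with the same vehicle arrays correlate even with no effect, and unchanged groups simulated against those arrays gave a mean r of 0.33 for clozapine and risperidone (95th percentile 0.53). The covariance of this pair was 0.0719 against 0.0078 simulated. Over all probes its r was 0.37, below the 0.48 of mianserin and clozapine, the 0.46 of mianserin and risperidone and the 0.67 of diazepam and hydroxyzine, and over probes called for any drug it was 0.49. With the vehicle arrays split between both drugs r was 0.61, below the 0.64 of mianserin and risperidone. With the chip as a block it was 0.61, below the 0.67 of that pair.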

Drug-induced transcriptional signatures were distinguished between the various therapeutic groups: anxiolytics (buspirone, diazepam and hydroxyzine), atypical antipsychotics (clozapine and risperidone), opioids (morphine and heroin) and psychostimulants (methamphetamine and cocaine) (Figure 1A). However, the expression profile of the antipsychotic drug - haloperidol was similar to that of psychostimulants and tranylcypromine. Also, the effects of nicotine resembled those of addictive drugs, ethanol and opioids, more closely than other psychostimulants. 

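Haloperidol, a dopamine D2 receptor antagonist, raised immediate early genes and genes induced by neuronal activity. *Fosb* rose by 2.09 on the log2 scale at 2 h (standard error 0.28, 3 drug and 6 vehicle arrays, adjusted p = 4.3e-12 over the 4 times from limma), *Inhba* by 1.44 at 4 h (SE 0.16, adjusted p = 3.6e-18) and *Junb* by 1.27 at 1 h (SE 0.21, adjusted p = 1.9e-05). Further rises were those of the imprinted gene *Mest* (1.34 at 2 h), *Fosl2* (1.12 at 1 h), *Gadd45b*, a stress-induced regulator of growth arrest (1.12 at 1 h), *Egr3* (1.05 at 2 h), *Dusp14*, a phosphatase (0.78 at 2 h), *Csrnp1* (0.73 at 2 h) and *Shisa2* (0.66 at 2 h). Of 34 immediate early genes listed before the data were examined, 11 rose and none fell after haloperidol (14 rose when adjusted over the list alone), and 22 rose and none fell after tranylcypromine (26 over the list alone). Of these 34 genes 19 belong to network alpha, which the study chose on these samples, so the counts are not fully independent evidence. The profile of haloperidol over the network probes was closest to that of tranylcypromine among the other 8 drugs (r = 0.57 across probes). The networks were chosen by the study on these samples. Unchanged groups simulated against the shared vehicle arrays gave a mean r of 0.33, and 2.8% of them one as high as observed. The covariance was 0.0698 against 0.0077 simulated, and with split vehicle arrays r was 0.49. With risperidone and clozapine, the other antipsychotics, r was 0.28 and -0.09 (66.4% and 99.8% of simulations as high, covariance 0.0326 and -0.0061 against 0.0079 and 0.0077 simulated). Over all probes r with haloperidol was 0.44 for tranylcypromine, 0.39 for risperidone and 0.30 for clozapine, and over probes called for any drug 0.53, 0.42 and 0.32. With buspirone, which shares no vehicle arrays with haloperidol, r over the network probes was 0.41, against a simulated mean of 0 and 95th percentile of 0.13. For this pair r was only 0.07 over all probes and 0.13 over probes called for any drug. Against all vehicle arrays of both chip sets it was 0.02 over the network probes. On z-scores within chip set r was 0.36 for tranylcypromine and 0.44 for buspirone, which then lay closest.

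**Figure D2:**
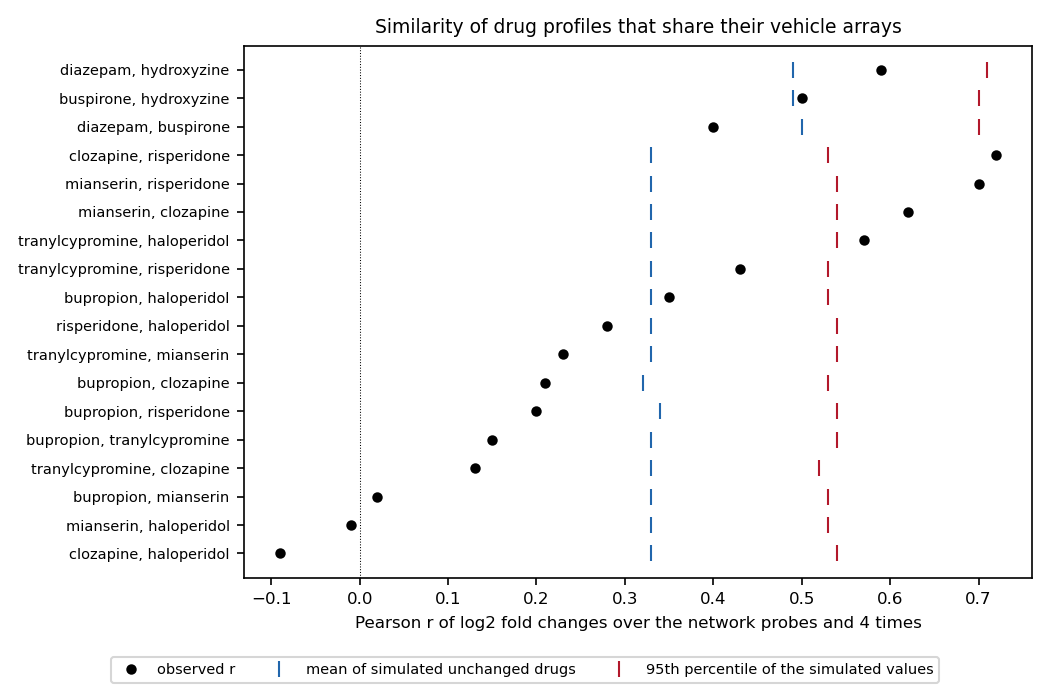
Correlation (r, horizontal axis) of the changes of the network probes between each of 18 pairs of drugs compared with the same vehicle arrays, beside the mean and the 95th percentile of r from unchanged groups simulated against those arrays. The pair of haloperidol and tranylcypromine lies at 0.57 and that of clozapine and risperidone at 0.72, above their 95th percentiles.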

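Tranylcypromine, a monoamine oxidase inhibitor, raised immediate early genes, among them *Fos* by 2.08 on the log2 scale at 1 h (SE 0.31, 3 drug and 6 vehicle arrays, adjusted p = 2.3e-16 over the 4 times from limma), *Egr2* by 1.70 at 4 h (SE 0.19, adjusted p = 1.1e-21), *Egr4* by 1.47 at 4 h and *Fosl2* by 1.39 at 8 h. It also raised the synaptic gene *Homer1* (1.57 at 8 h), *Inhba* (1.83 at 4 h), the phosphatase gene *Dusp14* (1.36 at 8 h), the neuropeptide gene *Cartpt* (1.05 at 8 h) and the secretogranin gene *Scg2* (1.08 at 8 h). The glucocorticoid-induced kinase gene *Sgk1* rose by 2.08 at 4 h, the lipid droplet gene *Plin4* by 2.00 at 4 h and *Tsc22d3*, another glucocorticoid target, by 1.16 at 4 h. The genes with the largest fall were at 8 h *Opalin*, a myelin gene (-1.26, SE 0.18, adjusted p = 2.1e-06) and *Hes5* (-1.15, SE 0.17, adjusted p = 8.7e-10). *Tek*, an endothelial receptor, also fell, at 4 h (-0.85, SE 0.13, adjusted p = 4.4e-06). Chaperone genes rose at 8 h, *Hspa1a* by 2.52 and *Hspb1* by 1.49. One array, replicate 2 at 8 h, carried much of that rise: the log2 signal of *Hspa1a* was 14.8 there, 9 and 9.6 in replicates 1 and 3, and 8.4 to 9 in the 6 vehicle arrays, and without replicate 2 the change of *Hspa1a* was 0.70. This array also stood out in *Fos* at 8 h, with 12.8 against 10.6 and 10.5 in replicates 1 and 3. The vehicle arrays lay at 9.5 to 10 there. As lists at 8 h, microglia markers had a median of -0.32 (-0.15 with the chip as a block and -0.18 without replicate 2) and oligodendrocyte markers of -0.19 (adjusted p = 0.00048 and 0.027 by camera with an estimated correlation). With the preset correlation the latter list was not called without replicate 1 (adjusted p = 0.059). Mianserin, an antagonist of 5-HT2 and alpha-2 adrenergic receptors, lowered *Arc*, a gene of activity-dependent synaptic plasticity that tranylcypromine raised (1.50 at 4 h), by 1.08 at 2 h (SE 0.24, adjusted p = 0.00022 over the 4 times and 0.0099 at 2 h). The change at 2 h did not pass in 7 of 23 settings, among them saline as the only control (adjusted p = 0.29) and the chip as a block (0.11). Bupropion, an inhibitor of dopamine and noradrenaline uptake, changed no probe at a false discovery rate of 5%. Over the network probes, which the study chose on these samples, r across probes was 0.23 for tranylcypromine and mianserin, 0.15 for bupropion and tranylcypromine and 0.02 for bupropion and mianserin. Over all probes these were 0.40, 0.29 and 0.39. Unchanged groups simulated against the shared vehicle arrays gave a mean r of 0.33 for each pair, and the covariances were 0.0491, 0.0115 and 0.002 against 0.0078, 0.0078 and 0.0077 simulated.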

Antidepressants proved to be the most heterogeneous group of drugs in terms of their impact on gene expression, with mianserin, imipramine, tranylcypromine and fluoxetine displaying very diverse profiles. 

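Mianserin, risperidone and clozapine raised *Polr3e*, a subunit of RNA polymerase III, by 1.86, 1.50 and 0.85 on the log2 scale at 4 h (SE 0.17, 3 drug and 6 vehicle arrays, adjusted p = 3.5e-24, 1.1e-14 and 0.00023 over the 4 times from limma). *Txnip*, an inhibitor of thioredoxin, rose by 1.84 after mianserin and 1.58 after risperidone at 4 h, and *Ddit4*, an inhibitor of mTOR signalling, by 1.74 and 1.59. The integrin gene *Itgad* rose by 1.49 at 8 h after mianserin and 1.37 at 4 h after risperidone, *Depp1*, a gene induced by FOXO factors, by 1.32 and 1.28 at 4 h, *Arrdc2* by 1.30 and 1.08 at 4 h, and *Map3k6* by 1.17 at 8 h and 0.91 at 4 h. Among the genes with the largest fall was the splicing kinase *Clk1*, at -1.72 after mianserin and -1.24 after risperidone at 2 h (SE 0.21 each). *Ddit4l*, a relative of *Ddit4*, fell by 1.14 at 4 h after mianserin and by 0.87 at 2 h after risperidone, the splicing factor gene *Srsf6* by 0.73 at 4 h and 0.74 at 2 h, and *Tnfrsf25* by 0.87 at 2 h after each. *Hes5* fell after mianserin (-1.27 at 2 h), as did the amino acid transporter gene *Slc38a5* (-1.13 at 8 h). Microglia markers were lower at 8 h, with a median of -0.29 after mianserin and -0.19 after risperidone (adjusted p = 0.0015 and 2e-05 by camera with an estimated correlation). In clozapine *Clk1* did not pass the test (adjusted p = 0.42), nor did *Ddit4* (0.21). The call of *Txnip* for clozapine (0.93 at 2 h) was lost without its replicate 2 or 3 (largest adjusted p 0.65). The nearest profile to mianserin over the network probes was risperidone (r = 0.70 across probes), followed by clozapine (0.62). Unchanged groups simulated against the shared vehicle arrays gave a mean r of 0.33 and 95th percentile of 0.54 for each pair, and the networks were chosen by the study on these samples. The covariances were 0.1379 and 0.074 against 0.0077 simulated, and with split vehicle arrays r was 0.64 and 0.53. In the fit with the chip as a block r was 0.67 and 0.54.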

The gene expression profile of mianserin was most similar to those elicited by atypical neuroleptics; the profiles obtained in response to imipramine were similar to those produced by anxiolytics; and tranylcypromine generated a profile that resembled that obtained with psychostimulants. Nevertheless, antidepressants that target monoamine transporters (fluoxetine and bupropion) fell into one cluster.

**Figure 1:**
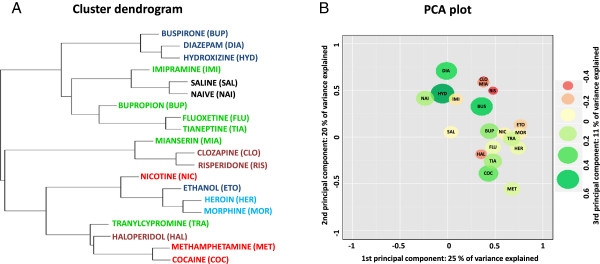
**A comparison of psychotropic drugs based on pattern of gene expression alterations in the striatum.** Cluster dendrogram **(A)** and PCA plot **(B)** were generated based on expression profile of top 300 drug-responsive genes. Distance between drugs corresponds to a divergence in the profile of drug-induced transcriptional alterations. Therapeutic classes of drugs are coded by colors presented on the clustering (green for antidepressants, red for psychostimulants, blue for anxiolytics, brown for antipsychotics and light blue for opioids). First and second components of PCA are shown on x and y axis, while third component is coded by color and size of the circles as presented on the right.

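A principal component analysis of the 9 drug profiles over the network probes and times separated tranylcypromine and mianserin from diazepam and hydroxyzine. The first component, 45.3% of the variance, placed tranylcypromine at 9.89, risperidone at 4.86, mianserin at 4.65 and haloperidol at 1.73, with clozapine at -1.12, buspirone at -2.36, bupropion at -2.64, hydroxyzine at -6.67 and diazepam at -8.34. The second component, 27.7%, ran from mianserin (-8.59), risperidone (-3.8) and clozapine (-2.65), which raised *Polr3e*, to haloperidol (5.27) and tranylcypromine (5.39), which raised *Inhba* and *Fosb*. Together with the third (9.1%) they held 82.1% of the variance. Over the 36 profiles of drug and time the first 3 components held 74.7%. Axis values have no test, and both chip sets were compared with different vehicle arrays. The probes were selected by the study on these samples, so the share of variance describes this selection and not all probes.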

Three main PCA components explained 56% of the variance in gene expression and mapped the test drugs in three-dimensional space according to their molecular profiles (Figure 1B). The first PCA component represented the strong effects of opioids, ethanol and tranylcypromine; there were no detectable effects of diazepam and hydroxyzine. The second principal component included the full spectrum of drug-induced effects in the striatum - from substantial inhibition of gene expression by diazepam or clozapine to strong activation by cocaine and methamphetamine. The third PCA component showed, on one hand, a common effect of antipsychotic drugs and mianserin, and on the other, a common effect of all three anxiolytics.

### Drug-induced gene expression networks

To connect effects of psychotropic drugs to inducible gene expression patterns in the striatum, we determined the correlation between loadings of the first three PCA components and the level of transcriptional alterations. Hierarchical clustering was used to search for drug-inducible groups of co-expressed genes (Figure 2A). Three main drug-responsive gene clusters, representing network α (containing 105 transcripts), β (43 transcripts) and γ (27 transcripts) became evident. 

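All probes of the networks were measured, 105 of network alpha (101 genes), 43 of beta (41 genes) and 27 of gamma (24 genes). Network alpha shared 19 genes with the list of 34 immediate early genes, among them *Fos*, *Egr2* and *Arc* (adjusted p = 1.3e-33, Fisher's exact test over 19062 genes), 5 genes with the MAP kinase phosphatases (adjusted p = 3.3e-08), 8 with 27 known glucocorticoid targets (adjusted p = 2.5e-11) and 3 with the circadian clock (adjusted p = 0.0027). Network beta shared 14 genes with the same glucocorticoid targets, among them *Fkbp5* and *Tsc22d3* (adjusted p = 2.8e-30), and 5 with genes of adipocytokine and PPAR signalling (adjusted p = 2.7e-07). Network gamma shared 2 genes with the circadian clock (adjusted p = 0.0039), 2 with the immediate early genes (adjusted p = 0.0081), 1 of the 2 cold-inducible genes (adjusted p = 0.02) and 1 of the mTOR pathway, *Mtor* itself (adjusted p = 0.18). The shared cold-inducible gene is *Cirbp*, which the paper shows as its example of this network. Its overlap was thus known beforehand, and that p is no evidence of a link to cold. Over the 36 changes against vehicle, the median r between probes of one network was 0.34 for alpha, 0.6 for beta and 0.67 for gamma, against 0.16, 0.29 and 0.14 with probes of the other networks. These values are not independent evidence, since the study formed the networks on these samples. An effect of drug passed the Bonferroni threshold for 91 of the alpha, 28 of the beta and 20 of the gamma probes, and the 5% false discovery rate for 102, 42 and 25.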

The clusters revealed diverse drug- and time-dependent patterns of up- and down-regulation of gene expression (see Figure 3 for examples of typical genes). 

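The genes of network alpha rose together after tranylcypromine, with a median change of 0.32, 0.45, 0.55 and 0.49 on the log2 scale at 1, 2, 4 and 8 h (quartiles 0.36 and 0.82 at 4 h, 101 genes, 3 drug and 6 vehicle arrays). After haloperidol the medians were 0.18, 0.16, 0.13 and 0.09. Network beta (41 genes) reached 0.68 after tranylcypromine, 0.65 after risperidone and 0.35 after clozapine at 4 h, and 0.75 after mianserin at 8 h. Network gamma (24 genes) stood at 0.33, 0.67 and 0.66 at 2, 4 and 8 h after mianserin, at 0.25, 0.32 and 0.61 at 1, 2 and 4 h after risperidone and at 0.34 at 4 h after clozapine, whereas after haloperidol it lay between -0.04 and 0.11. Within network alpha, *Fosb* stood at 1.91, 1.56, 1.57 and 0.96 at 1, 2, 4 and 8 h after tranylcypromine and at 1.56, 2.09, 1.33 and 0.42 after haloperidol, and it did not pass the test after mianserin (adjusted p = 1). Each median named for networks alpha and beta, and for gamma after mianserin, risperidone and clozapine, passed limma's camera test against all other genes with a preset correlation. After haloperidol network gamma passed at 4 and 8 h (0.09 and 0.11), but not with an estimated correlation (adjusted p = 0.13 and 0.27). With an estimated correlation the adjusted p was at most 8.6e-14 for network alpha after tranylcypromine, and 2.2e-12, 1.5e-06, 1.5e-05 and 0.056 at 1, 2, 4 and 8 h after haloperidol. For network beta it was at most 1.6e-08, and for network gamma after mianserin, risperidone and clozapine at most 9.4e-05. Tested as 30 lists in 39 comparisons, 279 of 1170 tests passed with the preset and 153 with the estimated correlation. When the arrays were regrouped at random within times and chip sets, a median of 136 tests passed with the preset correlation. The networks were chosen by the study on these samples, so their direction is not independent evidence. When the chip entered as a block, the medians at 4 h were 0.53 for alpha and 0.68 for beta after tranylcypromine, 0.57 for gamma after mianserin and 0.62 after risperidone, and 0.19 for beta and 0.23 for gamma after clozapine. With that block the gamma medians after haloperidol were 0.05 at 4 and 8 h, and the call at 8 h was lost (adjusted p = 0.18).

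**Figure D3:**
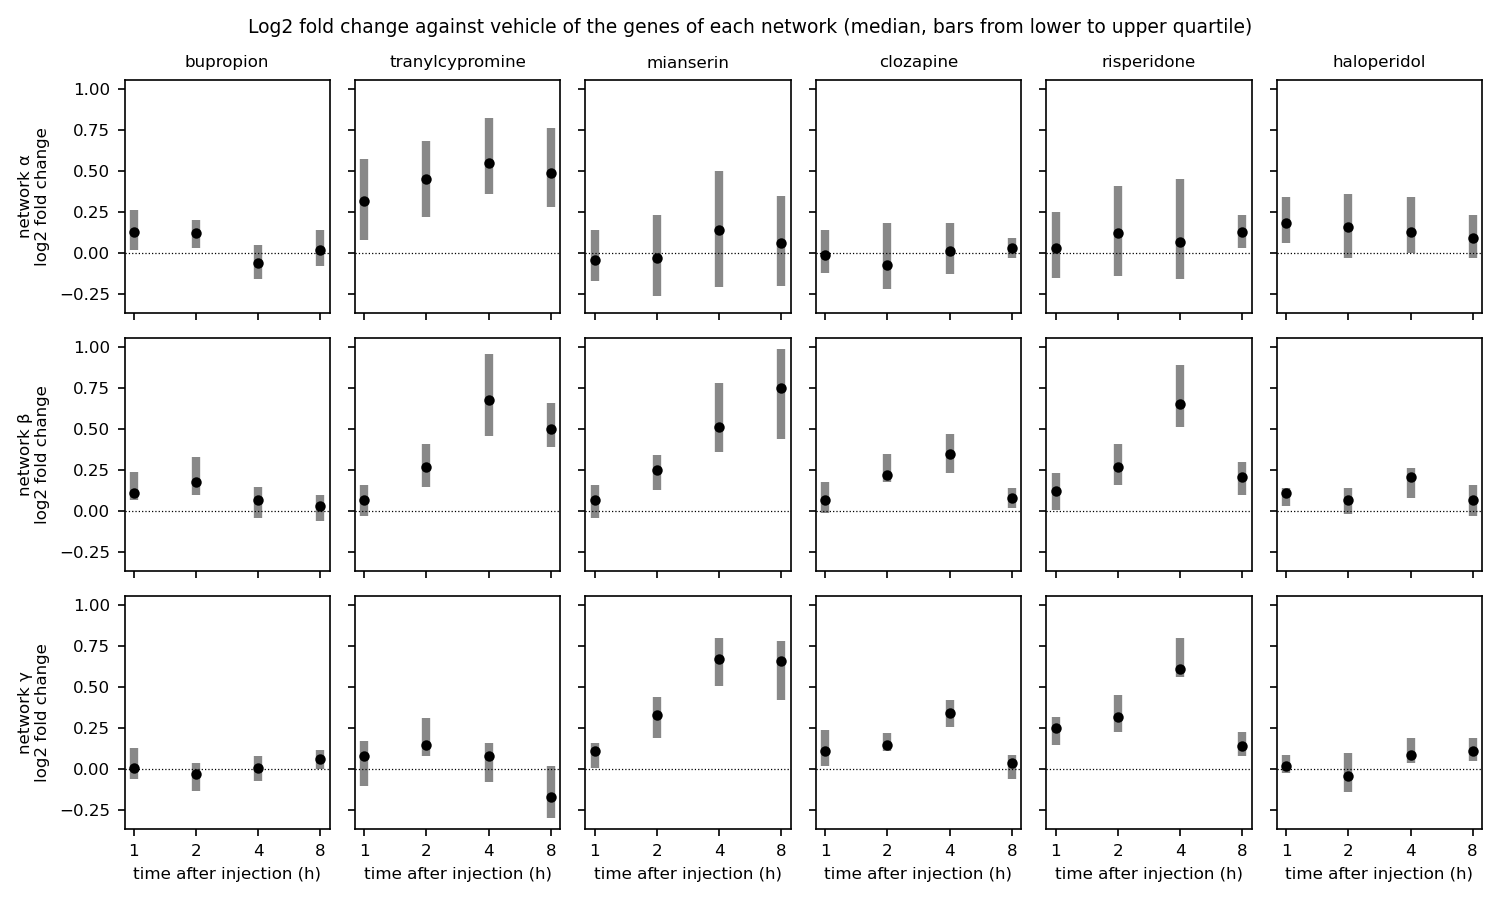
Median change on the log2 scale of the genes of networks alpha (101 genes), beta (41) and gamma (24) at 1, 2, 4 and 8 h after each of the 6 drugs of the first chip set, with bars from the lower to the upper quartile of the genes. Network alpha is highest after tranylcypromine (0.55 at 4 h) and network gamma after mianserin and risperidone (0.67 and 0.61 at 4 h).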

Next, a map of the complete striatal transcriptome, based on the level of correlation between profiles of all transcripts measured using microarrays, was developed in order to depict drug-induced alterations in expression. All three drug-responsive gene clusters are located on the same branch of a tree (Additional file 4). The clusters were clearly separated and organized in drug-regulated genomic networks (Figure 2B). We found no other networks with distinct gene expression patterns. However, it is possible to identify subclusters of genes with moderately different profiles of expression within the three main networks (Additional file 5).

**Figure 2:**
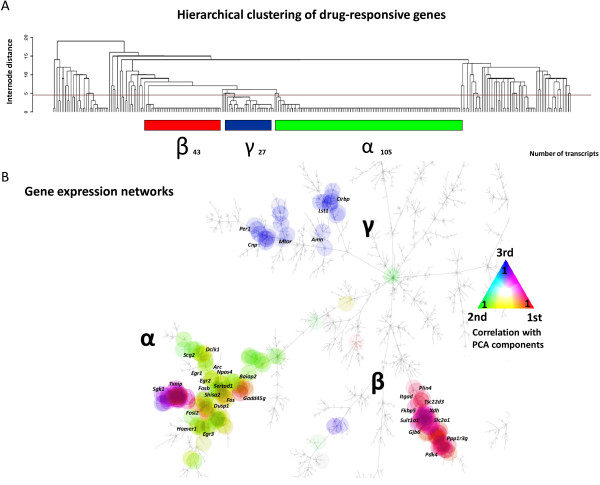
**Drug-induced gene expression networks in the striatum.** Gene networks α, β, γ were identified by hierarchical clustering of top drug-regulated transcripts **(A)**. Map of the striatal transcriptome represented as minimal spanning tree **(B)**. Each node represents one transcript. The inter-node distance is proportional to the Spearman correlation of the expression levels of two genes. The node color of drug-responsive transcripts indicates the level of correlation between gene expression and PCA components (see Figure 1b), according to a triangle scale.

**Figure 3:**
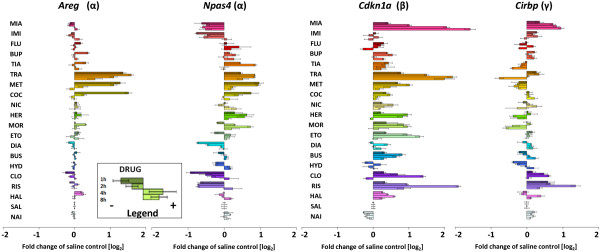
**Psychotropic drug-induced transcriptional alterations of example genes.** Four genes with typical expression profiles for the networks α (*Areg* and *Npas4*), β (*Cdkn1a*) and γ (*Cirbp*) were selected from drug-responsive transcripts. The microarray results are presented as time-course (1, 2, 4 and 8 hours) of fold-changes vs. saline control (as described in the legend). Results from drug-naïve group of animals are presented as an additional control.

Expression of gene network α correlated with the second PCA component. Drug-induced changes in network α genes were bidirectional, e.g. methamphetamine induced expression of *Npas4* and *Egr1*, while diazepam inhibited it. 

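After diazepam, the activity-regulated transcription factor gene *Npas4* stood at -0.69 at 1 h and -0.67 at 2 h on the log2 scale (SE 0.18, 3 drug and 3 vehicle arrays, adjusted p = 0.0014 over the 4 times from limma). *Egr1*, an immediate early gene, stood at -1.08 at 2 h (adjusted p = 0.00096 over the 4 times) and *Arc* at -1.71 at 1 h (adjusted p = 4.7e-05). With the spread of the second chip set alone the adjusted p was 0.27 for *Npas4*, 0.3 for *Egr1* and 0.03 for *Arc*, so that only *Arc* of these 3 still passed. With the chip as a block it was 0.013, 0.0034 and 0.0028. Of the 101 genes of network alpha, 42 were lower and 5 higher after diazepam with 1 spread for all arrays, and 1 lower and 0 higher with the spread of the chip set. Without diazepam replicate 1 the change of *Egr1* at 2 h was -0.60. Tranylcypromine raised 81 of the 101 genes and lowered 1 (96 and 1 when adjusted over the list alone), and *Ddit4l*, an inhibitor of mTOR signalling, was the gene that fell. Haloperidol raised 19 and lowered none. The study chose this network on these samples, so these counts are not independent evidence of its direction.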

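Mianserin raised 29 and lowered 17 of the 101 genes of network alpha, risperidone raised 23 and lowered 13, and buspirone raised 4 and lowered none (37 and 24, 39 and 20, and 12 and 3 when adjusted over the list alone). The study chose these genes on these samples. After mianserin *Homer1*, a scaffold of postsynaptic densities, reached 0.54 times the vehicle level at 8 h, a change of -0.90 on the log2 scale (SE 0.19, 3 drug and 6 vehicle arrays, adjusted p = 0.00068 over the 4 times from limma). *Fos*, an immediate early transcription factor, stood at 2.17 times the vehicle level at 4 h (log2 change 1.12, SE 0.31, adjusted p = 0.048 over the 4 times and 0.068 at 4 h alone). Mianserin also raised the transcriptional regulator genes *Csrnp1* (0.95 at 4 h) and *Cebpb* (0.93 at 4 h) and *Errfi1*, a feedback inhibitor of EGF receptors (0.97 at 4 h), and lowered *Iqcb1* to 0.5 times the vehicle level at 4 h (adjusted p = 3.1e-10). After risperidone *Egr2* rose by 1.00 at 1 h and 1.01 at 8 h and *Csrnp1* by 0.94 at 4 h, while *Dok3* was at -0.86 and *Iqcb1* at -0.77 at 2 h. After buspirone *Fosb* stood at 1.41 at 1 h (SE 0.32, 3 drug and 3 vehicle arrays, adjusted p = 0.026), *Homer1* at 0.79 at 2 h (adjusted p = 0.016) and *Peli1* at 0.74 at 1 h (adjusted p = 0.011). With the spread of the second chip set these 3 did not pass (adjusted p = 1, 0.051 and 1), and buspirone then changed 1 gene of the network. The call of *Homer1* for mianserin was lost without mianserin replicate 2 or 3 (largest adjusted p 0.1), that of *Fos* in 7 of 9 settings that left out 1 replicate (each mianserin replicate, saline 2 and 3, Tween 80 replicates 1 and 3, largest p 0.34), that of *Dok3* without risperidone replicate 1, 2 or 3, saline 3 or Tween 80 replicate 2 (0.6) and that of *Iqcb1* for risperidone without its replicate 2 (0.19). With chips entered as a block, *Fos* had an adjusted p of 8.7e-05.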

Buspirone, mianserin and risperidone induced some activity-dependent genes but down-regulated others, e.g. mianserin inhibited expression of *Homer1* by 0.6-fold and induced *Fos* by 2.3-fold. The gene expression network β correlated with the first PCA factor. 

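*Fkbp5*, a co-chaperone of the glucocorticoid receptor that its ligand induces, rose by 0.96 on the log2 scale 4 h after tranylcypromine (SE 0.13, 3 drug and 6 vehicle arrays, adjusted p = 1.0e-11 over the 4 times from limma), by 1.11 at 8 h after mianserin (adjusted p = 2.0e-13) and by 0.99 at 4 h after risperidone. After clozapine it was 0.59 higher at 4 h (adjusted p = 0.0014). Of the 41 genes of network beta, mianserin raised 32, tranylcypromine 29, risperidone 25 and clozapine 6, and none of these drugs lowered any (39, 39, 39 and 21 rose when adjusted over the list alone). Haloperidol and bupropion changed none of them (1 and 4 over the list alone). After haloperidol the median change was 0.21 at 4 h (adjusted p = 0.0012 with an estimated correlation), when cortex markers had a median of -0.32 (0.017), and after bupropion 0.18 at 2 h (0.00033, and 0.28 with the chip as a block), when choroid plexus markers had a median of 0.41 (0.071). Of the drugs of the second chip set, buspirone raised 5 of the genes, hydroxyzine lowered 1, and diazepam raised 9 and lowered 3, against 1, 0 and 0 changed genes with the spread of that set. These counts are not independent evidence, as the study chose the network on these samples. Among 27 glucocorticoid targets, mianserin raised 21, tranylcypromine 20, risperidone 19, clozapine 7 and haloperidol 2 (22, 23, 23, 15 and 4 over the list alone). The call of *Fkbp5* for clozapine was lost without clozapine replicate 2 or 3 (largest adjusted p 0.36). In the fit with the chip as a block 35, 34, 27 and 4 genes of the network passed for mianserin, tranylcypromine, risperidone and clozapine, 1 for haloperidol and diazepam, 9 for buspirone and 0 for hydroxyzine.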

The expression of this network was regulated to a different degree by drugs from various pharmacological groups, e.g. *Cdkn1a* or *Fkbp5* after opioids and tranylcypromine, except that diazepam, hydroxyzine and imipramine had no effects. The expression of gene network γ correlated with the third PCA component. All network γ genes were regulated by risperidone, mianserin and clozapine, in a bidirectional manner, e.g. *Cirbp* and *Mtor* were strongly up-regulated by atypical neuroleptics and mianserin, but down-regulated by tranylcypromine or methamphetamine.

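Mianserin raised 22 of the 24 genes of network gamma, risperidone raised 18 and clozapine 1, and none of them lowered any (22, 22 and 9 rose when adjusted over the list alone). *Cirbp*, an RNA-binding protein known to be induced by mild cold, rose by 0.80, 0.88 and 0.92 on the log2 scale at 2, 4 and 8 h after mianserin (SE 0.16, 3 drug and 6 vehicle arrays, adjusted p = 7.3e-11 over the 4 times from limma) and by 1.24 at 4 h after risperidone (adjusted p = 5.1e-11). After clozapine it was 0.53 higher at 4 h and did not pass (adjusted p = 0.29). *Mtor*, the kinase of the mTOR complexes, rose by 0.73 and 0.77 at 4 and 8 h after mianserin (SE 0.12, adjusted p = 5.1e-10) and by 0.57 at 4 h after risperidone (adjusted p = 0.00086), while clozapine gave 0.27 at 4 h (adjusted p = 1). Tranylcypromine raised 3 and lowered 2 genes of the network (5 and 2 over the list alone). Its change of *Cirbp* was -0.79 at 8 h (adjusted p = 0.0032 over the 4 times) and that of *Mtor* -0.25 at 8 h (adjusted p = 0.99). Chaperone genes moved the other way at that time, with *Hspb1* higher in each of the 3 arrays. The study chose the network on these samples, so the counts are not independent evidence of its direction. Without tranylcypromine replicate 2 the change of *Cirbp* was -0.67 and its largest adjusted p 0.18, and the call of *Mtor* was lost without risperidone replicate 1 (0.062). When the chip entered as a block, 21, 21 and 1 genes passed for mianserin, risperidone and clozapine. The paper proposes that expression of this network may depend on signalling by serotonin, through the 5-HT2 receptor.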

### Functional description of drug-regulated gene networks

#### Cell-type enrichment of drug-responsive genes

Identification of the types of neural cells expressing genes from the α, β and γ networks was carried out by reference to publicly available data that represents cellular enrichment of individual transcripts in neurons, astrocytes or oligodendrocytes (Figure 4) [18]. Significant enrichment of transcripts from the expression network α was found in neurons (e.g. neuron-specific *Npas4*, *Scg2* or *Baiap2*) and under-representation in oligodendrocytes. Gene network β was characterized by very strong over-representation of genes expressed in astrocytes, including the cell-type specific markers *Gjb6* and *Ppp1r3g*. Network γ genes did not show enrichment in any particular cell type although individual genes that were highly expressed in either neurons (*Amn* and *Lst1*) or oligodendrocytes (*Cnp*) were identified.

**Figure 4:**
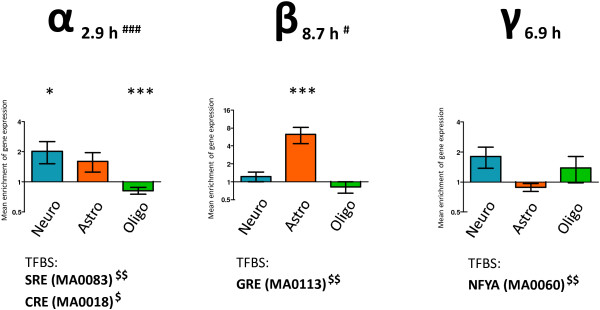
**Functional analysis of drug-induced gene networks α, β and γ.** The networks were described by gene enrichment in neurons, astrocytes and oligodendrocytes, overrepresentation of transcription factor binding sites (TFBS) and median mRNA half-life (median for whole-transcriptome = 5.6 h); significance of enrichment: *P < 0.05, **P < 0.01, ***P < 0.001.

#### Over-representation of transcription factor binding sites

The cREMaG database [19] was used for *in silico* identification of molecular factors involved in the transcriptional control of the gene expression networks revealed in the present study. We found significant over-representation of SRE (serum-response elements, 4-fold enrichment; P < 0.01) and CRE (cAMP response elements, 3.8-fold enrichment, P < 0.05) in the promoter regions of genes from network α. These elements are potential binding sites for the transcriptional factors SRF (e.g. in *Egr1* and *Arc*) and CREB1 (e.g. in *Dusp1* and *Fosl2*). Significant over-representation of GRE (glucocorticoid-response elements, 4.3-fold enrichment, P < 0.01) on promoter regions of genes from network β (e.g. in *Tsc22d3* and *Pdk4*) was observed. Gene network γ showed significant enrichment of binding sites for transcriptional factor NFYA (5.8-fold enrichment, P < 0.01). Two examples of genes with conserved binding sites for NFYA (regulatory subunit for NF-Y complex) are *Per1* and *Mtor*.

#### Transcript stability of drug-responsive genes

Transcript stability is related to function of the transcribed protein [20]. Our analysis reveals substantial differences in the half-lives of mRNAs belonging to the α and β networks. Gene expression network α contains genes with a short mRNA half-life (median = 2.9 h), including very short-lived transcripts (< 2 h half-life: *Gadd45g*, *Fos* and *Egr2*). In contrast, network β includes transcripts with significantly longer (median: 8.7 h) half-lives (> 20 h in the case of *Sult1a1* and *Itgad*). Whole-genome screening indicated that genes with low mRNA stability are frequently involved in regulation of intracellular signaling, while long-lived transcripts have a role in cell metabolism [20]. The median half-life of transcripts from network γ was 6.9 h, i.e. not significantly different from the median of 5.6 h for the whole transcriptome.

#### Functional classification of drug-responsive genes

To characterize the transcriptional representation of biological processes, a list of genes from each gene expression network was analyzed using GO (Gene Ontology). Functional clusters of transcripts connected with protein MAP kinase phosphatase activity (81-fold enrichment, P = 2.4 × 10^-9^; e.g., *Dusp1* and *Dusp4*), rhythmic processes (7.2-fold, P = 2.3 × 10^-3^; e.g., *Egr2* and *Per2*) and transcriptional regulator activity (2.8-fold, P = 6.7 × 10^-5^; e.g., *Sertad1* and *Atf3*) were over-represented among genes from network α. 

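Tranylcypromine raised 4 of 11 MAP kinase phosphatase genes and haloperidol 3, and neither lowered any (5 and 3 when adjusted over the list alone). *Dusp1*, which inactivates MAP kinases in the nucleus, rose by 1.20 on the log2 scale 1 h after tranylcypromine (SE 0.16, 3 drug and 6 vehicle arrays, adjusted p = 2.6e-16 over the 4 times from limma). Its relative *Dusp4* rose by 0.53 at 2 h after tranylcypromine (SE 0.12, adjusted p = 1.1e-05) and *Dusp5* by 0.82 at 2 h. Mianserin and risperidone each raised 1 of the phosphatase genes, and 3 and 2 of them passed with the chip as a block. The circadian gene *Per2* stood at 0.45 at 8 h after tranylcypromine (adjusted p = 0.025) and at -0.61 at 2 h after mianserin (adjusted p = 0.017). *Atf3*, a stress-induced transcription factor, rose by 0.85 at 1 h after tranylcypromine (SE 0.12, adjusted p = 5.7e-12), and *Sertad1*, a cell cycle regulator, stood at 0.58 at 2 h (adjusted p = 0.003). *Klf4* and *Klf2*, further transcription factors, rose after tranylcypromine by 0.87 at 1 h and 1.02 at 4 h, as did the cyclic AMP response gene *Crem* (1.09 at 4 h). The call of *Sertad1* was lost without tranylcypromine replicate 2 (adjusted p = 0.084). That of *Per2* for tranylcypromine was lost without its replicate 2 or 3, saline replicate 2 or 3 or Tween 80 replicate 1 (largest adjusted p 0.73), and for mianserin without its replicate 1 or 3 or Tween 80 replicate 1 (0.23), and with the chip as a block (0.11).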

The group of genes from network β was enriched in transcripts involved in lipid metabolism (11.5-fold, P = 2.2 × 10^-3^; e.g., *Adipor2* and *Pnpla2*) and formation of adherens junctions (13.6-fold, P = 1.3 × 10^-3^; e.g., *Dlg5* and *Synm*), whereas, analysis of the novel network γ revealed the enrichment of genes connected to cell projection organization (4.7-fold, P = 8.5 × 10^-3^; e.g., *Lst1* and *Cnp*). 

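*Pnpla2*, a lipase of stored triglycerides, rose by 1.77 on the log2 scale 8 h after mianserin (SE 0.19, 3 drug and 6 vehicle arrays, adjusted p = 1.4e-13 over the 4 times from limma), by 1.57 at 4 h after risperidone and by 1.07 at 4 h after tranylcypromine (adjusted p = 1.9e-05). After clozapine it did not pass (adjusted p = 0.96). *Adipor2*, a receptor of adiponectin, stood at 0.62 at 4 h after tranylcypromine (adjusted p = 0.013), and on the probe used here it did not pass after mianserin (adjusted p = 0.49) or risperidone (0.55), while another of its probes did after mianserin (0.60 at 4 h, adjusted p = 0.00038). Of genes linked to cell junctions and the cytoskeleton, *Dlg5* rose by 0.71 at 8 h after mianserin (SE 0.11, adjusted p = 3.4e-07) and 0.54 at 4 h after tranylcypromine (adjusted p = 0.00039), and *Synm*, an intermediate filament gene, by 0.87 at 8 h after mianserin (SE 0.13, adjusted p = 7.2e-07). After risperidone *Dlg5* stood at 0.64 (adjusted p = 0.00057) and *Synm* at 0.61 (adjusted p = 0.0022) at 4 h. In network gamma the myelin enzyme gene *Cnp* rose by 0.64 at 4 h after mianserin (SE 0.12, adjusted p = 2.1e-06) and 0.57 at 4 h after risperidone (adjusted p = 7.5e-05). *Lst1*, a leukocyte gene, did not pass after any drug (adjusted p = 0.82 after tranylcypromine). The call of *Adipor2* was lost without tranylcypromine replicate 1 or 3 or saline replicate 1 (largest adjusted p 0.49), and those of *Dlg5* and *Synm* for risperidone without its replicate 2 (0.06 and 0.17).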

A detailed description of the results of GO classification is included in Additional file 6.

We did not find transcriptional regulation of genes coding main targets for psychotropic drugs, as for example dopamine receptors *Drd2* and *Drd1a* or serotonin transporter *Slc6a4*. It is possible that promoters of these genes are not directly activated in response to the ligand binding.

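None of 39 genes that encode targets of these drugs changed after bupropion, tranylcypromine, mianserin, clozapine, risperidone or haloperidol at a false discovery rate of 5% in limma. For the dopamine receptor gene *Drd2* the largest change against vehicle was -0.47 on the log2 scale, 8 h after hydroxyzine (SE 0.22, 3 drug and 3 vehicle arrays, adjusted p = 0.41 over the 4 times), and tranylcypromine gave -0.32 at 4 h (SE 0.19, 6 vehicle arrays, adjusted p = 0.95). *Drd1*, the gene of the other main striatal dopamine receptor, stood at -0.51 at 8 h after mianserin (SE 0.19, adjusted p = 0.53), -0.51 at 4 h after risperidone (adjusted p = 1) and 0.43 at 2 h after haloperidol. The serotonin transporter gene *Slc6a4*, transcribed mainly in raphe neurons, lay between -0.26 and 0.23 after all 9 drugs, with an adjusted p of at least 0.56. After diazepam 6 of the 39 genes were higher and 1 lower with 1 spread for all arrays, and none with the spread of the second chip set. Buspirone and hydroxyzine changed none of the 39, and adjusted over the list alone risperidone raised 3. Blocked by chip, 2 genes passed after risperidone and 1 after diazepam.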

#### Canonical pathways analysis

A canonical pathways analysis was performed to investigate the functional characteristics between drug-regulated genes. To increase resolution of the analysis an extended list of transcripts was used (872 transcripts at <5% FDR). Genes were assigned to the networks according to drug-induced profiles of alterations in expression (Additional files 1 and 5). The canonical pathways analysis using the Pathways-Express identified significant biological functions altered differentially by the psychotropic drugs at the statistical threshold of P < 0.05. The Additional file 7 contains a list of biological pathways for each drug-regulated transcriptional network. 

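Of 10 ErbB ligand genes, tranylcypromine raised 2, *Areg* and *Hbegf*, the gene of a heparin-binding ligand (0.87 on the log2 scale at 8 h, SE 0.14, 3 drug and 6 vehicle arrays, adjusted p = 1.3e-07 over the 4 times from limma), and lowered none (2 rose when adjusted over the list alone). No other drug of the first chip set changed any of the 10, although 1 passed after haloperidol with the chip as a block. Network alpha contains 2 of the 10 ligand genes (adjusted p = 0.011, Fisher's exact test). Outside this list, tranylcypromine raised *Errfi1*, whose product binds EGF receptors (0.95 at 4 h), *Gadd45g* (1.05 at 8 h), *Gadd45b* (0.92 at 1 h) and *Map3k6*, a MAP kinase kinase kinase (1.01 at 4 h). Hydroxyzine raised 1 ligand gene and diazepam raised 1 and lowered 1 with 1 spread for all arrays, and none with the spread of their chip set.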

The list of pathways for gene expression network α includes neuroplasticity-related signaling cascades MAPK and ErbB. 

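Of 38 genes of adipocytokine and PPAR signalling, tranylcypromine raised 8, mianserin 5, risperidone 4 and clozapine 2, and risperidone lowered 1 (8, 6, 5 and 4 rose and 1 fell after mianserin and 1 after risperidone when adjusted over the list alone). *Angptl4*, a PPAR target that inhibits lipoprotein lipase, rose by 1.64 on the log2 scale at 8 h after mianserin (SE 0.16, 3 drug and 6 vehicle arrays, adjusted p = 5.3e-15 over the 4 times from limma), 1.44 at 4 h after risperidone and 1.25 at 8 h after tranylcypromine. *Nfkbia*, the inhibitor of NF-kappa-B, rose by 1.41 at 4 h after mianserin, 1.14 at 4 h after tranylcypromine and 1.16 at 2 h after risperidone. The insulin receptor substrate gene *Irs2* rose by 1.00 at 8 h and the glucose transporter gene *Slc2a1* by 0.98 at 4 h after tranylcypromine, and mianserin raised *Slc2a1* by 0.76 at 8 h. The gene that risperidone lowered was the retinoid receptor gene *Rxrg* (-0.73 at 4 h, adjusted p = 0.021). Clozapine raised *Plin4* (1.27 at 4 h) and changed *Nfkbia* over the 4 times (adjusted p = 0.0022), with 0.61 at 1 h, which did not pass alone (adjusted p = 0.66). Bupropion and haloperidol changed none of the 38 genes. The call of *Rxrg* was lost without risperidone replicate 2 or 3, saline replicate 2 or 3 or Tween 80 replicate 1 (largest adjusted p 0.53), that of *Nfkbia* for clozapine without its replicate 3 and that of *Plin4* without clozapine replicate 2 or 3, saline replicate 1 or 2 or Tween 80 replicate 2 (adjusted p up to 1 for each). With chips entered as a block, 8, 7, 6 and 1 genes passed for tranylcypromine, mianserin, risperidone and clozapine, and 1 for haloperidol.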

The network β contains genes involved in the control of cellular metabolism via glucose regulation by adipocytokine and PPARG molecular pathways. 

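Of 22 genes of the circadian clock, mianserin and tranylcypromine each raised 4 and lowered 1, risperidone raised 2 and haloperidol 1 (5 and 1, 7 and 2, 3, and 1 when adjusted over the list alone). The clock repressor *Ciart* rose by 1.07 on the log2 scale at 8 h after mianserin (SE 0.18, 3 drug and 6 vehicle arrays) and *Per1* by 1.07 at 4 h on the probe of network gamma (SE 0.11). After tranylcypromine the clock output gene *Nfil3* rose by 0.95 at 8 h (SE 0.12) and *Per1* by 0.68 at 1 h (SE 0.12, adjusted p = 1.4e-08 over the 4 times from limma). After risperidone *Ciart* stood at 0.83 at 4 h (adjusted p = 0.022). Of 33 genes of the mTOR pathway, mianserin raised 3, risperidone 2 and tranylcypromine 1, with none lower and the numbers the same when adjusted over the list alone. *Ddit4*, induced by glucocorticoids and energy stress, was raised by all 3 (1.17 at 4 h after tranylcypromine), *Mtor* by mianserin and risperidone, and *Tsc1*, whose product restrains the pathway, stood at 0.61 at 4 h after mianserin (adjusted p = 0.012). As a list, the clock genes had a median change of 0.10 at 4 h and 0.13 at 8 h after mianserin (adjusted p = 0.00062 and 0.0033 by camera with an estimated correlation), and of 0.02 and 0.07 with the chip as a block. The call of *Ciart* was lost without risperidone replicate 1 or 2, saline replicate 1 or Tween 80 replicate 3 (largest adjusted p 0.56), and that of *Tsc1* without mianserin replicate 1 or 2 (0.54). In the fit with the chip as a block 4, 8, 3 and 1 clock genes passed for mianserin, tranylcypromine, risperidone and haloperidol.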

The γ network proved to be enriched in genes involved in regulation of circadian rhythm and mTOR signaling pathways. Additional file 8: Figure S8 shows examples of canonical pathways enriched between drug-responsive genes (Additional file 8).

### The examples of drug-regulated transcriptional profiles

We selected genes with expression patterns representative for the identified drug-responsive transcriptional networks (Figure 3). In general, transcripts from network α reveal remarkable correlation in expression profile, but we also found drug-dependent diversity between particular genes.

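*Areg*, the gene of amphiregulin, a ligand of the EGF receptor, passed the test over the 4 times after tranylcypromine (adjusted p = 3.3e-31, limma, 12 drug and 24 vehicle arrays) and after none of the other 8 drugs analysed here. Its mean log2 signal of 8.1 lay near the median of all probes (8.03). It passed the interaction of drug and time as well (adjusted p = 6.4e-06). In the same animals the EGF receptor inhibitor gene *Errfi1* and the ligand gene *Hbegf* were also raised by tranylcypromine, while mianserin raised *Errfi1* and did not change *Hbegf*.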

The expression of *Areg* is induced by psychostimulants and tranylcypromine administration. The profile of *Areg* expression suggests that an increase in dopaminergic transmission may be directly involved in drug-induced regulation of this gene. Moreover, the time-course of alterations in *Areg* expression corresponds to pharmacokinetic properties of the drugs: we observed a strong increase in the mRNA abundance of *Areg* 1 h after injection of cocaine, 2 h after methamphetamine and 4 h after tranylcypromine. 

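After tranylcypromine *Areg* was higher than vehicle by 1.18 on the log2 scale at 1 h, 1.51 at 2 h, 0.91 at 4 h and 0.34 at 8 h (SE 0.11, 3 drug and 6 vehicle arrays at each time). The highest value was thus that of 2 h. The changes at 1, 2 and 4 h each passed a false discovery rate of 5% in limma, and they did so in every setting tried, those that left out 1 replicate included. *Fos*, measured in these animals as well, stood at 1.94 and 1.97 at 2 and 4 h.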

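*Npas4*, a transcription factor gene induced by neuronal calcium influx, stood at 0.34, 0.64, 0.65 and 0.48 on the log2 scale at 1, 2, 4 and 8 h after tranylcypromine (SE 0.16, 3 drug and 6 vehicle arrays, adjusted p = 9.2e-06 over the 4 times from limma). After mianserin, a 5-HT2 antagonist, it was lower at each time, by -0.72, -0.56, -0.71 and -0.58 (adjusted p = 3.1e-08). Of the atypical antipsychotics, risperidone gave -0.56, -0.47, -0.76 and 0.37 (adjusted p = 1.1e-05) and clozapine -0.83, -0.26, -0.34 and 0.31 (adjusted p = 0.0039). Bupropion, buspirone, hydroxyzine and haloperidol did not change it at a false discovery rate of 5%. The effect of drug and its interaction with time passed for *Npas4* (adjusted p = 0.015 for the interaction). The call for clozapine was lost without clozapine replicate 3 (adjusted p = 1). At 4 h alone the change after tranylcypromine had an adjusted p of 0.022, which became 0.66 with the chip as a block (change 0.47), and the change after mianserin had 0.4 with that block.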

*Npas4* is induced by these three drugs in the same direction as *Areg*, but unlike *Areg*, *Npas4* expression is also induced by opioids and inhibited by diazepam, atypical neuroleptics as well as antidepressants that antagonize 5-HT2 receptors. Other examples of genes with slightly different profiles are *Egr2* and Arc, with expression induced by haloperidol and buspirone as well as *Dusp1* and *Fos*, induced by haloperidol and mianserin (http://www.genes2mind.org).

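*Egr2*, an immediate early transcription factor, rose after haloperidol by 2.05, 1.21 and 1.14 on the log2 scale at 1, 2 and 4 h (SE 0.19, 3 drug and 6 vehicle arrays, adjusted p = 1.4e-20 over the 4 times from limma). After buspirone it rose by 1.67 at 1 h (SE 0.22, 3 drug and 3 vehicle arrays, adjusted p = 1.7e-05, and 0.049 with the spread of its chip set). *Arc*, whose product acts in synaptic plasticity, stood at 0.96, 0.73, 0.75 and 0.75 after haloperidol (SE 0.24, adjusted p = 0.00016), and buspirone did not change it. The MAP kinase phosphatase gene *Dusp1* rose after haloperidol by 0.99 at 1 h (SE 0.16, adjusted p = 3.3e-06) and changed after mianserin over the 4 times (adjusted p = 0.00078), with 0.51, 0.58 and 0.53 at 1, 2 and 4 h, of which none passed alone (adjusted p = 1, 0.14 and 0.15). *Fos* stood at 1.16 and 1.04 at 1 and 2 h after haloperidol (SE 0.31, adjusted p = 0.017), and at 0.43 and 0.73 at these times after mianserin. *Homer1*, a synaptic scaffold gene, rose by 1.18 at 2 h after haloperidol (SE 0.19, adjusted p = 9.0e-09). The call of *Fos* for haloperidol was lost without haloperidol replicate 1, 2 or 3, saline replicate 2 or 3 or Tween 80 replicate 1 (largest adjusted p 0.77).

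**Figure D4:**
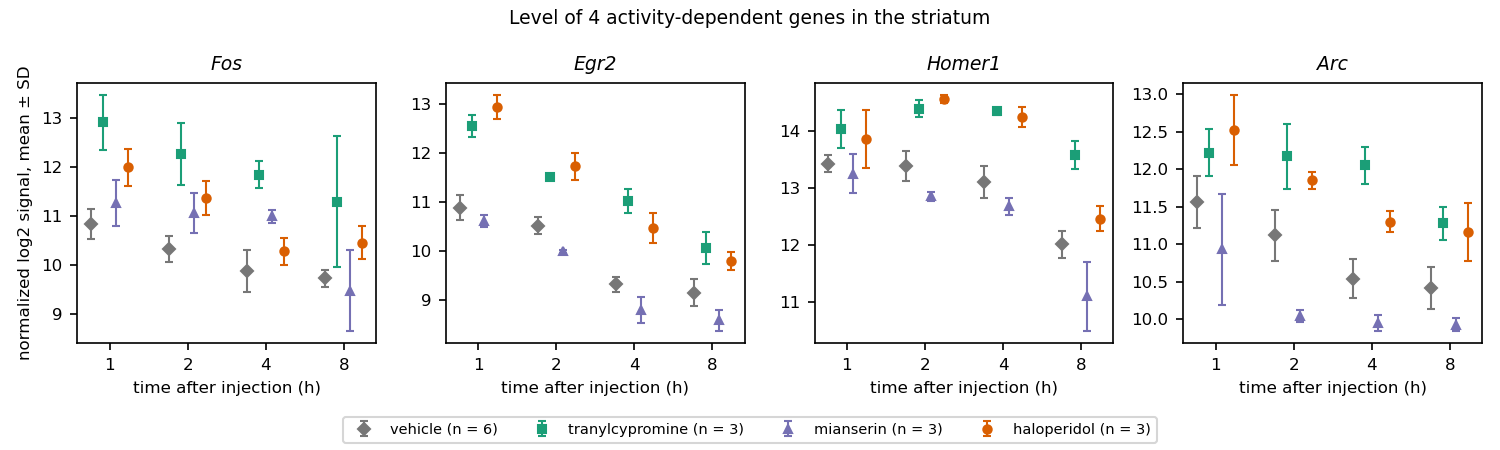
Normalized log2 signal (mean and SD) of *Fos*, *Egr2*, *Homer1* and *Arc* at 1, 2, 4 and 8 h in vehicle-treated mice of the first chip set (6 arrays) and after tranylcypromine, mianserin and haloperidol (3 arrays each). *Egr2* at 1 h is 2.05 above vehicle after haloperidol, and *Homer1* at 8 h is 0.90 below vehicle after mianserin.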

Drug-induced network β reveals more homogenous pattern of transcriptional alterations. Genes from this network showed the largest alterations (up to 6-fold vs. saline control group) in expression 4 h after administration of mianserin and tranylcypromine. 

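Of the genes of network beta, the cell cycle inhibitor gene *Cdkn1a* had the largest change at 4 h, 4.47 times the vehicle level after tranylcypromine and 4.06 times after mianserin (3 drug and 6 vehicle arrays). After mianserin it was higher still at 8 h, at 6.01 times, and after risperidone it stood at 4.75 times at 4 h. *Plin4*, a coat protein gene of lipid droplets, rose by 2.12 on the log2 scale at 8 h after mianserin (SE 0.26) and by 1.10 at 4 h, and it stood at 1.64 at 8 h after tranylcypromine. The hypoxia-inducible factor gene *Hif3a* rose by 1.33 at 8 h after mianserin and 1.03 at 4 h after tranylcypromine, *Sult1a1*, a sulfotransferase, by 1.06 at 4 h after tranylcypromine, and *Mfsd2a*, a lipid transporter of brain endothelium, by 1.15 at 8 h after tranylcypromine and 1.07 at 8 h after mianserin. The median change of the 41 genes was 0.07, 0.27, 0.68 and 0.50 at 1, 2, 4 and 8 h after tranylcypromine, and 0.07, 0.25, 0.51 and 0.75 after mianserin. In a limma test of the difference between both times, the median difference of 8 h minus 4 h after tranylcypromine was -0.22 (adjusted p = 0.027). It did not pass without tranylcypromine replicate 2 (-0.23, adjusted p = 0.051) or replicate 3 (-0.11, adjusted p = 0.33). Nor did it pass without Tween 80 replicate 1 (-0.16, adjusted p = 0.14), a vehicle array at 8 h far above the other 5 in these genes. The study chose the network on these samples. When the chip entered as a block, the medians at 4 and 8 h were 0.68 and 0.40 after tranylcypromine and 0.44 and 0.72 after mianserin.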

Example gene *Cdkn1a* is activated to a different degree by all the psychotropic drugs, except for imipramine, diazepam and hydroxyzine.

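*Cdkn1a*, a p53 and glucocorticoid receptor target that arrests the cell cycle, rose by 0.81, 1.37, 2.16 and 1.83 on the log2 scale at 1, 2, 4 and 8 h after tranylcypromine (SE 0.15, 3 drug and 6 vehicle arrays, adjusted p = 6.4e-35 over the 4 times from limma). After mianserin the changes were 0.47, 0.89, 2.02 and 2.59 (adjusted p = 3.0e-37), after risperidone 0.49, 1.07, 2.25 and 1.07 (adjusted p = 1.5e-28) and after clozapine 0.40, 0.78, 1.32 and -0.01 (adjusted p = 2e-11). Buspirone raised it by 0.87 at 2 h (3 drug and 3 vehicle arrays, adjusted p = 0.0016, and 0.046 with the spread of its chip set). The change at 2 h alone had an adjusted p of 0.022 and did not pass in 6 of 17 settings, those with median scaling (0.94), with the spread of its chip set (0.15) and without buspirone replicate 1 (0.49) or saline replicate 4, 5 or 6 (0.057, 0.05 and 0.061). Haloperidol gave 0.48 at 2 h (adjusted p = 0.078, and 0.0027 with the chip as a block) and bupropion 0.49 at 2 h (adjusted p = 1). Diazepam had an adjusted p of 0.036 with 1 spread for all arrays and 0.28 with that of its chip set, and hydroxyzine did not change it. Of 19 p53 targets, *Cdkn1a* included, tranylcypromine raised 4, mianserin 3, risperidone 2 and clozapine 1, and these drugs lowered none (5, 6, 2 and 2 rose when adjusted over the list alone). Haloperidol changed none of them, and 2 with the chip as a block. *Trp53inp1* rose by 0.93 at 8 h after mianserin and 0.98 at 4 h after risperidone, and *Gadd45a* by 0.50 at 4 h after tranylcypromine. The calls of *Trp53inp1* and *Fas* for tranylcypromine were lost without its replicate 2 (adjusted p = 0.2 and 0.5).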

Network γ exhibits a pattern of gene expression changes that is connected to pharmacological properties of the drugs. Transcriptional activation of *Cirbp* is limited to mianserin, risperidone and clozapine treatment while opioids and psychostimulants seem to inhibit the expression of this gene and other network γ genes (e.g., *Trove2* and *Mrpl15*).

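*Mrpl15*, a gene of the mitochondrial ribosome, rose by 0.93, 1.13 and 0.80 on the log2 scale at 2, 4 and 8 h after mianserin (SE 0.14, 3 drug and 6 vehicle arrays, adjusted p = 3.2e-17 over the 4 times from limma) and by 0.90 and 0.71 at 2 and 4 h after risperidone (adjusted p = 7.4e-09). After clozapine it gave 0.41 at 4 h (adjusted p = 0.55), after tranylcypromine 0.40 at 2 h (adjusted p = 0.68) and after haloperidol p was 1. The network gamma probe that the study names *Trove2* is listed as *Fam120b* in the platform annotation used here. That probe rose by 1.31 at 4 h after mianserin (SE 0.14, adjusted p = 4.8e-19) and 1.01 at 4 h after risperidone (adjusted p = 3.5e-12). The probe annotated as *Ro60*, the current symbol of *Trove2*, stood between -0.27 and -0.02 after mianserin (SE 0.26) and passed after none of the 9 drugs (adjusted p = 1). *Cd200*, an immune regulatory surface protein gene, rose by 1.04 at 4 h after mianserin (SE 0.14) and 0.76 at 4 h after risperidone. Of the network's members after haloperidol, 1 of 24 rose (2 when adjusted over the list alone). The study chose the network on these samples.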

### Prediction of drug-target interactions from gene expression profiling

The comparison of gene expression profiles has been recently used as a tool for prediction of therapeutic properties of drugs [21-23]. Our molecular classification of psychotropic drugs indicated an interesting profile of tianeptine. Tianeptine is a tricyclic antidepressant whose mechanism of action is still not clear [24]. Here, a linear model, based on the level of gene expression alterations induced in the striatum by drugs with well-known pharmacological properties (Figure 5A), was used in an attempt to predict tianeptine’s molecular mechanism(s) of action. The matrix of interactions between 14 psychotropic drugs and 13 neuropharmacological mechanisms was constructed on the basis of data in the PDSP Ki database [25]. Levels of modulation by tianeptine were predicted for each of the mechanisms. This analysis revealed that the transcriptional effects of tianeptine may involve increased activity of noradrenaline, serotonin and dopamine neurotransmission (Figure 5B).

**Figure 5:**
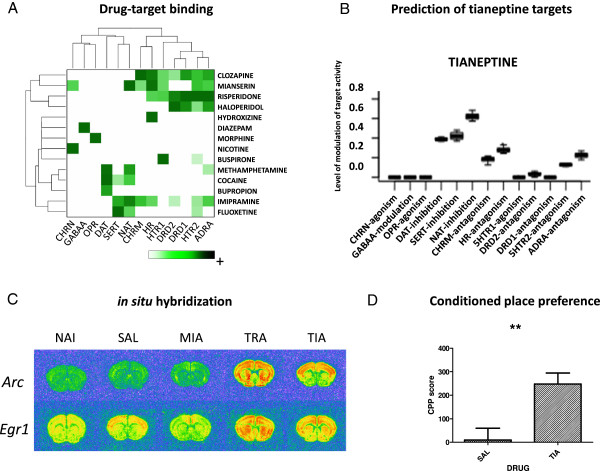
**Prediction of tianeptine targets by gene expression profiling.** A matrix of drug-target binding interactions from the PDSP Ki database **(A)**. The mechanisms of tianeptine action predicted from expression profiles of the transcripts most sensitive to the analyzed pharmacological mechanisms **(B)**. Brain distribution of tianeptine-induced gene expression alterations of *Arc* and *Egr1* and **(C)**. Rewarding properties of tianeptine in the conditioned place preference test. Scores are expressed as means + standard error of the mean (t-test, **P < 0.01) **(D)**.

### Monoaminergic action of tianeptine

Further, *in situ* hybridization was used to examine the anatomical distribution of drug-induced alterations in the expression of two neuroplasticity-related genes following exposure of mice to tianeptine and two other antidepressants, tranylcypromine and mianserin. Patterns of tianeptine-induced expression of *Arc* and *Egr1* in the forebrain proved similar to those produced by tranylcypromine, an inhibitor of monoamine oxidase that increases the concentrations of all monoamine neurotransmitters; both drugs induced *Arc* and *Egr1* transcription in the striatum and neocortex (Figure 5C). In contrast, mianserin, which affects levels of noradrenaline, but not of dopamine or serotonin, produced different effects; these included downregulation of *Arc* and *Egr1* transcripts in the striatum. According to these profiles, we predicted that tianeptine, like other monoamine stimulants, may have a positive reinforcing effect in animals. This prediction was confirmed in the conditioned place preference test in which we observed a significant increase in time spent in the environmental context associated with tianeptine administration (P < 0.01, t-test) (Figure 5D). Thus, both the patterns of drug-induced gene expression and the behavioral data support the conclusion that tianeptine acts as a positive modulator of monoaminergic neurotransmission.

## Discussion

The profile of drug-induced gene expression in the brain is determined by activity of different neurotransmiter systems and response of various types of cells. To unravel complexity of this profile we designed a detailed time-course gene expression study for eighteen psychotropic drugs belonging to all the major clinical classes. The previously published large-scale gene expression analyses were focused on a single drug [26,27], drugs from one clinical class [28,29] or marker genes [30,31]. Transcriptome alterations induced in the brain by buspirone, bupropione, hydroxyzine or tianeptine were not analyzed so far. The study involved extraction of a pool of approximately 1000 transcripts that are regulated by psychotropic drugs. 

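Most probes changed by tranylcypromine and by haloperidol rose, 85.7% and 93.8% of them, as did 86.7% of those changed by clozapine. Among the genes involved were the immediate early genes *Fos* and *Egr3* after tranylcypromine and *Gadd45b* after haloperidol. Mianserin (61.7%) and risperidone (66.8%) also lowered many probes, among them those of *Clk1*, *Clk4*, the second splicing kinase of this family (-1.13 on the log2 scale at 2 h after mianserin, SE 0.21, adjusted p = 1.9e-08 over the 4 times from limma) and *Swt1*, an RNA endonuclease (-0.74 at 2 h after risperidone). For the probes with an effect of drug, the largest change over the 36 comparisons was upward in 79.2% of those that passed the Bonferroni threshold and 64.1% of those at a 5% false discovery rate. Over the 24 comparisons of the first chip set the shares were 82.1% and 68.6%. Diazepam (49.5%), hydroxyzine (43.4%) and buspirone (54%) raised and lowered similar numbers with 1 spread for all arrays. With the spread of their own chip set only 1, 0 and 2 probes passed, and with median scaling hydroxyzine changed 0 and buspirone 1. With median scaling the shares were 75.4% for tranylcypromine (187 of 248 probes), 55.1% for haloperidol (145 of 263), 100% for clozapine (6 of 6), 77.6% for risperidone (111 of 143) and 27.3% for diazepam (742 of 2721).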

Differential transcription of different subsets of genes from this pool was observed during the first few hours after drug administration; 90% of the affected transcripts were up-regulated and the remaining were inhibited. Interestingly, the majority of drug-induced transcriptional alterations dissipated within 8 hours of treatment, indicating that drug-induced changes of mRNA abundance are transient. 

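After risperidone, clozapine and haloperidol few probes differed from vehicle at 8 h, 7, 0 and 0 at a false discovery rate of 5% in limma (0 with the chip as a block for clozapine, 4 for risperidone and 1 for haloperidol), against 257, 7 and 4 at 4 h. With the spread of its chip set haloperidol had 8 probes at 4 h and 6 at 8 h. For risperidone the 8 h count was 1 without its replicate 3, 4 without its replicate 1 or Tween 80 replicate 3 and 3 without saline replicate 1. After tranylcypromine 334 probes differed at 8 h and 145 at 4 h, and after mianserin 262 and 312. *Homer1*, *Fosl2*, *Dusp14* and *Angptl4* had their highest value at 8 h after tranylcypromine, and *Pnpla2*, *Plin4*, *Ciart* and *Mtor* after mianserin. The 8 h count of tranylcypromine was 94 without its replicate 2, 206 without its replicate 1 and 218 without saline replicate 1, and that of mianserin 103 without its replicate 1 and 115 without its replicate 3. The 4 h count was 89 and 96 without tranylcypromine replicates 2 and 3, 170 and 160 without mianserin replicates 1 and 2, and 105 and 99 without risperidone replicates 1 and 2. Network gamma and the glucocorticoid targets were lower at 8 h than at 4 h after risperidone, with median differences of -0.52 and -0.64 in a limma test of the difference (-0.49 and -0.51 without Tween 80 replicate 1, which lay above the other vehicle arrays at 8 h in the glucocorticoid targets). After mianserin network beta was higher at 8 h by 0.23, and by 0.08 without mianserin replicate 3 (adjusted p = 0.29). Blocked by chip, 192 probes differed 8 h after tranylcypromine and 222 after mianserin, and 204 at 4 h after mianserin.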

We suppose that they are then rapidly followed by protein expression and these proteomic alterations translate short-lived transcriptional drug effects into lasting structural modifications of the brain; further, we suggest that chronic drug treatment leads to accumulation of drug-induced plastic alterations that eventually become manifest as therapeutic effects.

This study was limited to transcriptional mechanisms activated in response to acute drug administration. The effects of psychoactive drugs such as anti-psychotic action, mood normalization, tolerance or addiction require repeated treatment. We have recently investigated gene expression changes at several time-points after chronic administration of heroin or methamphetamine to associate drug-induced molecular changes with long-term behavioral adaptations e [32]. In that work we found that effects of chronic treatment share transcriptional alterations with single administration, as for example regulation of glucocorticoid-dependent (*Plin4* and *Fkbp5*) or circadian rhythm-regulated genes (*Per1* or *Per2*). However, there were no direct correlations between transcriptional and behavioral effects of the drugs as well as no significant changes in gene expression profile after a period of withdrawal. We conclude that psychoactive drugs induce transient transcriptional program that may initiate neuroplastic alterations, but does not trigger long-term alteration in mRNA abundance levels in mature differentiated brain cells.

Bioinformatic analysis revealed that the transcriptional response to the psychotropic drugs tested fall into three major groups of co-regulated genes. The largest gene network, α, contains genes previously defined as being activity-dependent. The observed alterations in expression of genes belonging to the network α correspond well to drug effects on neuronal activity (e.g. activation by cocaine and inhibition by diazepam); expression of genes in this network is known to depend on an interplay between the transcriptional factors CREB and SRF [33-35]. The gene network α includes a number of neuroplasticity-related transcriptional factors (e.g. *Npas4*, *Egr1* and *Fosb*) as well as other regulators of brain plasticity (e.g. *Arc* and *Homer1*) [36-39]. Moreover, some network α genes are involved in MAP kinase signal transduction pathway (e.g. *Dusp1* and *Dusp6*) which plays a pivotal role in various forms of long-lasting neuroplasticity [40,41]. The network α also contains novel genes (e.g. transcripts related to ErbB receptors signaling pathway *Ddit4*, developmental neuronal death *Sertad1* or a modulator of Wnt and Fgf signaling pathways *Shisa2*) [42,43]. These genes deserve further functional characterization with respect to drug effects. All network α genes were shown to be expressed in neurons and their mRNAs were found to have relatively short half-lives. Several lines of evidence indicate that the expression of genes belonging to network α is involved in the initiation of plastic alterations and long-term modulation of neuronal signaling and the diverse functions of these genes indicate that psychotropic drugs activate control points for multiple intracellular pathways [44]. Accordingly, we suggest that, at the transcriptional level, brain plasticity is regulated through expression of molecular switches rather than of all components of neuroplasticity-related pathways.

Another network identified (β) is strongly enriched in genes that are expressed predominantly in astrocytes and glucocorticoid response elements (GRE) in their promoter regions are overrepresented. However, while the collective function of network β genes in astrocytes remains unknown, genes from this group are implicated in glucose metabolism e.g. *Pdk4* and glucose transport e.g. *Slc2a1* as well as other metabolic processes; in addition, *Sult1a1* is involved in sulfate conjugation of neurotransmitters and certain xenobiotics and *Xdh* plays a role in the oxidative metabolism of purines [45-48]. The network β is enriched for genes related to adipocytokine signaling pathway. This molecular cascade is an important regulator of energy intake and metabolic rate [49]. It thus appears that glial cells use expression of network β genes to activate a set of metabolic control points and therefore, to support the functional responses of neurons to psychotropic drugs. The relatively long half-lives of the mRNAs generated from these genes most likely contribute to the regulation of neural cell metabolism [20]; interestingly, patients with affective disorders often display altered brain metabolism [50]. Glucocorticoids are key regulators of cellular metabolism and their dysregulated secretion is found in several psychiatric disorders [51]; in major depression, antidepressant actions are usually first seen only after glucocorticoid secretion has been normalized [52]. Thus, activation of glucocorticoid-dependent genes following psychotropic drug treatment may represent restoration of homeostatic control of brain metabolism.

The third psychotropic drug-inducible network, γ, that emerged from this study includes genes involved in the organization of cell projections (e.g. *Lst1*, *Cnp*) and the mTOR pathway (e.g. *Mtor*, *Tsc1*) [53-55]. Evolving evidence implicates the mTOR pathway in dendrite arborization and spine morphology [56]. Network γ may therefore serve to switch on multiple control points for morphological alterations in nerve cells. Our results indicate that expression of this network in the striatum may depend on serotonin signaling, specifically the 5-HT2 receptor. Thus, gene network γ may be involved in the mediation of the long-lasting effects of 5-HT2 antagonist antipsychotic drugs on the cellular level. Moreover, the 5-HT2 blockade-dependent expression of network γ in the striatum that separates haloperidol from risperidone may be useful as a transcriptional marker for atypical neuroleptics.

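Of the 24 genes of network gamma, 9 were higher after risperidone than after haloperidol and none was lower in a direct comparison of both drugs over the 4 times in limma (20 higher when adjusted over the list alone). The median difference was 0.32 on the log2 scale (quartiles 0.25 and 0.37, adjusted p = 7.0e-09 by camera with an estimated correlation). On probes, 10 of 27 differed, and 17 did with the chip as a block (16 higher, 1 lower). *Cirbp* did not pass against vehicle after haloperidol (adjusted p = 1), while risperidone raised it. Glucocorticoid targets moved with the network: 13 of 27 were higher after risperidone than after haloperidol (18 over the list alone), with a median difference of 0.32. Immediate early genes ran the other way, with 7 of 34 lower after risperidone and none higher (11 and 1 over the list alone). Network beta had 11 of 41 genes higher and none lower (25 over the list alone). With chips as a block 11 immediate early genes, 19 genes of network beta and 18 glucocorticoid targets differed. The doses were 0.5 mg/kg of risperidone and 1 mg/kg of haloperidol, and the networks were chosen by the study on these samples. The count of 10 probes was 5 without risperidone replicate 1 and 6 without haloperidol replicate 1.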

The current Anatomical Therapeutic Chemical (ATC) and World Health Organization (WHO) classification of psychotropic drugs is based on their clinical effectiveness. As shown by the present work, comparison of gene expression profiles can clearly distinguish between atypical antipsychotics, opioids and psychostimulants. Moreover, the three anxiolytic drugs studied here show relatively similar genomic profiles despite the different mechanisms associated with their actions. 

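Over the network probes the profiles of diazepam and hydroxyzine correlated at r = 0.59 across probes, those of buspirone and hydroxyzine at 0.50 and those of diazepam and buspirone at 0.40. The mean was 0.50, and unchanged groups simulated against the same 3 vehicle arrays per time gave a mean r of 0.49 (95th percentile 0.67), with 48.7% of 1000 simulations as high. The mean covariance was 0.0391 against 0.0248 simulated (95th percentile 0.0416). With a different saline array for each drug the mean r was 0.13, and with the chip as a block 0.38. The networks were chosen by the study on these samples. Buspirone raised *Egr2*, and *Champ1*, a gene of chromosome segregation, by 0.86 on the log2 scale at 1 h (adjusted p = 0.014 over the 4 times from limma, 3 drug and 3 vehicle arrays), and lowered the zinc finger gene *Zfp82* (-0.83 at 4 h, adjusted p = 0.0056). With the spread of the second chip set *Champ1* and *Zfp82* did not pass (adjusted p = 1 each). After diazepam *Arc* was lower, and it was the gene of network alpha that passed with the spread of the second chip set. After hydroxyzine *Egr2* stood at 0.81 at 1 h (adjusted p = 0.032), and at an adjusted p of 0.86 with that spread. As lists, the immediate early genes had a median change of -0.35 at 1 h after diazepam (-0.28 with the chip as a block, adjusted p = 0.0059 by camera with an estimated correlation), when ependymal markers had one of 0.26 (adjusted p = 0.23 with an estimated correlation and 0.011 with the preset one), and the glucocorticoid targets one of 0.30 at 2 h after buspirone (0.0018). The call of *Egr2* for hydroxyzine was lost without its replicate 2 or saline replicate 4 (largest adjusted p 0.25).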

Interestingly, these anxiolytics and the antidepressant imipramine share a common expression profile and imipramine can act efficiently to reduce anxiety [57]. On the other hand, the molecular profile of mianserin differs markedly from that of imipramine while being similar to that of the atypical antipsychotics clozapine and risperidone; this may reflect the fact that all of these drugs can modulate serotonergic activity. The potential utility of the presently-described approach to distinguish between the two classes of antipsychotics is further illustrated by the finding that the typical antipsychotic haloperidol has a similar molecular profile to that of psychostimulant drugs. This most likely results from the propensity of all these drugs to upregulate activity-dependent genes in the striatum. It is important to note, however, that haloperidol and psychostimulants induce these genes in different neuronal populations and via different pharmacological mechanisms [58]. Another observation from the present analysis is that drugs which trigger large increases in striatal dopamine and norepinephrine levels induce similar expression profiles (cocaine and methamphetamine, tranylcypromine).

In general, antidepressants proved to be highly heterogeneous with respect to activation of molecular networks. This diversity reflects their diverse pharmacological and neurobiological mechanisms of action [12], as well as significant differences in the efficacy of individual compounds in the treatment of different forms of depression [2,59]. Based on the present analysis of transcriptional profiles, it would appear that mianserin would be a highly effective treatment for psychotic depression, imipramine for anxiety-depressive disorders, and tranylcypromine for depression associated with anhedonia. The broad gene expression profile of fluoxetine indicates that it would be a suitable first-line treatment [60].

The prediction of drug properties based on the pattern of gene expression alterations need not exactly correspond to the therapeutic profile. To form multidimensional profile of a drug or novel psychoactive compound the results of molecular analysis should be combined with binding profile and behavioral response [61,62]. The pharmacological mechanisms of action of the tricyclic drug tianeptine, indicated for depression, are not fully understood. The present genomic profiling approach appears to have the potential to identify neuronal targets for drugs with unknown mechanisms of action as well as for experimental compounds [63-65]. Until now, tianeptine has been thought to act by either enhancing serotonin reuptake, modulating glutamatergic transmission and/or counteracting maladaptive stress-induced neuroplasticity [24,66]; however, none of these mechanisms has been fully validated. The present study revealed that the transcriptional effects of tianeptine may result from a blockade of norepinephrine, serotonin and dopamine transporters; in this respect, tianpetine shares some of the dopaminergic and noradrenergic properties with its predecessor amineptine [67]. Supporting the view that tianeptine acts primarily by modulating monoaminergic function are clinical findings that the tianeptine, has moderate addictive potential comparable to diazepam [68] as well as the presently observed pattern of tianeptine-induced expression of activity-dependent genes. Importantly, the lack of tianeptine-binding molecular targets suggests that the drug indirectly influences monoamine levels [69]. The transcriptional profile of tianeptine is not necessarily in conflict with the previously proposed mechanisms of its action as positive effects of tianeptine on both glutamatergic transmission and neuroplasticity might be indirect. However, our results suggest a change in tianeptine status from a drug acting through unknown mechanisms to an antidepressant with remarkable ability to modulate all three monoamine systems. Compounds with such activity profile have been recently proposed as likely to form the basis for the development of the next generation of antidepressant drugs [70].

## Conclusions

Psychotropic drugs conventionally classified as antidepressants, antipsychotics, anxiolytics, psychostimulants and opioids regulate expression of three major gene expression networks implicated in the control of neuronal signaling, brain metabolism and organization of cell projections. The patterns of drug-induced gene networks revealed here offer new valuable markers of pharmacological activation of diverse neurobiological processes and systems. In particular, the present study provides novel insights into the mechanisms through which tianeptine might exert its antidepressant action.

## Methods

### Animals

Adult male (8 to 10 weeks old) C57BL/6 J inbred mice (Jackson Laboratory, Bar Harbor, ME, USA) were housed 6 to 10 per cage under a 12-h dark/light cycle with free access to food and water. Animals weighing 20 to 30 g were used throughout the experiments. The animal protocols were approved by the local Bioethics Commission at the Institute of Pharmacology PAS.

### Drug treatment

Mice were injected i.p. (vol. 10 ml/kg) with drugs listed in Table 1. Then animals were sacrificed by decapitation 1, 2, 4 or 8 h after a single injection along with the appropriate vehicle and naïve control groups (6 animals per each drug-treated and control group). Risperidone, haloperidol, clozapine and diazepam were suspended in 1% Tween 80 solution (Sigma-Aldrich, St. Louis, MO, USA); other drugs were dissolved in saline. The effective doses of psychotropic drugs were based on the literature, particular attention being payed to their pharmacological effects in C57BL/6 J mice [71-79]. The doses were selected to provide reasonable comparison of drugs effects on the molecular level.

### Tissue collection and RNA isolation

Samples containing the rostral part of the caudate putamen and the nucleus accumbens, referred to hereafter as the striatum, were collected. The dissection procedure was performed as previously described [80]. In addition, tissue samples containing frontal cortex, amygdalae and hippocampus were frozen in order to allow future experiments. Tissue samples were placed in RNAlater reagent (Qiagen Inc., Valencia, CA, USA) and preserved at −70°C. Samples were homogenized in 1 ml Trizol reagent (Invitrogen, Carlsbad, CA, USA). RNA was isolated following the manufacturer’s protocol and further purified using the RNeasy Mini Kit (Qiagen Inc.). The total RNA concentration was measured using a ND-1000 Spectrometer (NanoDrop Technologies Inc., Montchanin, DE, USA). RNA quality was determined using an Agilent Bioanalyzer 2100 (Agilent, Palo Alto, CA, USA).

### Microarray hybridization

A starting amount of 200 ng high-quality total RNA (pooled 1:1 from two animals) was used to generate cDNA and cRNA with the Illumina TotalPrep RNA Amplification Kit (Illumina Inc., San Diego, CA, USA). The obtained cDNA served as a template for in vitro transcription with T7 RNA polymerase and biotin UTP to generate multiple copies of biotinylated cRNA. Each cRNA sample (1.5 μg) was hybridized overnight to MouseWG-6 BeadChip array (Illumina); subsequently, chips were washed, dried and scanned with the BeadArray Reader (Illumina). Raw microarray data were generated using BeadStudio v3.0 (Illumina). A total of 108 Illumina MouseWG-6 v1.1 and 216 Illumina MouseWG-6 v2 microarrays were used (three independent arrays per group). Samples from 2 mice were pooled per microarray, 3 biological replicates were used per time-point and 12 arrays per each drug. To provide an overall appropriately balanced dataset, treatment group samples were distributed between array plates and hybridization batches.

### Microarray data analysis

Analysis and quality control of 324 microarrays were performed using BeadArray R package v1.10.0. After background subtraction, data was normalized using quantile normalization and then log2-transformed. Results were standardized to reduce the effect of hybridization batches using z-score transformation. All the experiments were planned and performed to allow direct comparison of a relatively large number of psychoactive drugs. Gene cross-annotation between the two versions of Illumina microarrays was performed automatically.

All statistical analyses were performed in R software version 2.11.1 [81]. 

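Between the Tween 80 and saline arrays of the first chip set no probe differed over the 4 times at a false discovery rate of 5% in limma (3 arrays each per time, 958 probes at an unadjusted p under 0.05). Between naive mice and the vehicle-treated mice of that set the count was also 0 (3 against 6 arrays per time, 709 unadjusted). Between saline replicates 1 to 3 of the first chip set and saline replicates 4 to 6 of the second, 16385 probes differed, 6781 higher and 9604 lower in the first set. The arrays were quantile normalized without the z-score step of the study. No array of the first set shared a chip with one of the second, so that chip set and saline batch cannot be told apart. As lists, naive mice had lower values of the glucocorticoid targets (median -0.10, adjusted p = 0.0037 by camera with an estimated correlation) and of the immediate early genes (-0.08, adjusted p = 8.9e-05) than vehicle-treated mice, with no single probe of either list passing. When adjusted over the list alone, 2 and 4 genes of these lists were lower. Network alpha stood at -0.08 (adjusted p = 1.5e-06), though the study chose it on these samples. Network beta stood at -0.05 (adjusted p = 0.098) and network gamma at 0.05 (adjusted p = 0.31). Genes marking cortex were higher in Tween 80 than in saline arrays (median 0.12, adjusted p = 0.012), while striatum markers had a median of -0.09 (adjusted p = 0.1 with an estimated and 1.3e-05 with the preset correlation) and glucocorticoid targets of 0.07 (0.076 and 2.3e-05).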

There were no significant differences in mRNA abundance levels between the batches of vehicle-treated animals (saline as well as Tween 80) after correction for multiple testing. Therefore, for drug comparison all control groups were combined together. Two-way ANOVA with fixed effects for drug factor (df = 19), time factor (df = 3) and interaction (df = 57) was followed by appropriate correction for multiple testing (using the Bonferroni or Benjamini-Hochberg procedures).

The genes2mind gene selection score (implemented on http://www.genes2mind.org) was computed as follows:

$$\mathrm{score}=\frac{\left(10*\left(‒\mathrm{lo}g_{2}p_{\mathrm{ij}}\right)*\mathrm{lo}g_{2}\left(\mathrm{fol}d_{\mathrm{ij}}+1\right)*\mathrm{foldmea}n_{i}\right)}{\mathrm{folds}d_{i}}$$

The variables described: i - drug, j – time-point, p - P value obtained from Student’s t test, fold - fold of change compared to saline control, foldmean - mean fold change from the four experimental time-points and foldsd - standard deviation of fold values from the four time-points. The data integration system was based on MySQL in the data layer, Java in the logic layer and AJAX (GWT) in the presentation layer. Published databases [18,19,82] were used to check cell-type enrichment, mRNA half-life and to control for over-representation of TFBSs of genes [18,19,82]. The functional annotation analysis tool DAVID 2008 was used to identify over-represented ontologic groups among the gene expression patterns [83]. The list of transcripts represented on the Illumina Mouse WG-6 microarray was used as a background list. Over-represented GO terms were defined as having at least three transcripts and P < 0.05 under Fisher’s exact test. The automated functional profiling of drug-regulated genes was performed using the Pathways-Express online tool with default parameters [84].

### Identification of co-expressed gene networks

Spearman correlations were calculated for all pairs of gene expression profiles. A co-expression tree that grouped transcripts with the most similar expression profiles was built using correlation coefficients and a minimal spanning tree algorithm. Visual representation of the data was obtained using the sfdp algorithm from the graphviz R library. Clusters of co-expressed genes were identified using the single-linkage clustering method. Walk-length on the co-expression tree (number of edges separating corresponding transcripts) was used as the distance metric for clustering. The top 300 drug-regulated transcripts were selected (at genes2mind score > 1.8) for clustering. An arbitrary cutoff value (internode distance = 4) was selected to dissect major drug-inducible gene expression networks.

### Model-based inference of pharmacological mechanisms

The pharmacological mechanisms underlying the observed gene expression alterations were transformed into a linear model. Transcriptional effects were modeled as a product of two factors, as follows:

$$E_{\mathrm{transcript}}=\sum_{\mathrm{mech}}A_{\mathrm{mech}}^{\mathrm{transcript}}\cdot B_{\mathrm{drug}}^{\mathrm{mech}}\;$$

Variable A described the sensitivity of transcript abundance to activation levels of a given pharmacological mechanism. The strength of drug-target interaction was represented by the binding parameter B. Its values were based on binding constants found in the PDSP Ki database [25]. The binding matrix contained data on 14 drugs that act through at least one of the 13 pharmacological targets. Together with experimental expression levels, the binding data allowed for the estimation of sensitivity parameters A through a least squares fit. The theoretical model was used to infer the possible mechanisms of tianeptine action. The response matrix A was reduced by finding the 50 most sensitive transcripts for each tested pharmacological mechanism. After removal of duplicates, 350 transcripts were selected for further analysis and their responses to tianeptine were represented by expression vector E'. Together with reduced response matrix A', E' was used in a least squares fit to theoretically predicted tianeptine-induced activation of pharmacological targets. The accuracy of the model was tested by prediction of tranylcypromine mechanism of action (Additional file 9).

### *In situ* hybridization

The frozen brains were cut into 12 μm-thick coronal sections on a cryostat microtome CM 3050S (Leica Microsystems, Germany), and the sections were thaw-mounted on gelatin-chrome alum-coated slides and processed for in situ hybridization. The hybridization procedure was performed as previously described [85]. Briefly, the sections were fixed with 4% paraformaldehyde, washed in PBS and acetylated by incubation with 0.25% acetic anhydrite (in 0.1 M triethanolamine and 0.9% sodium chloride). The sections were dehydrated using increasing concentrations of ethanol (70 to 100%), treated with chloroform for 5 minutes and rehydrated with decreasing concentrations of ethanol. The sections were hybridized for 15 h at 37°C with oligonucleotide probes complementary to *Arc* and *Egr1* cDNA. The probes were labeled with 35S-dATP by the 3'-tailing reaction using terminal transferase (MBI Fermentas, Vilnius, Lithuania). After hybridization, the slices were washed three times for 20 minutes with 1 × SSC/50% formamide at 40°C and twice for 50 minutes with 1 × SSC at room temperature. Then, the slices were dried and exposed to phosphorimager plates (Fujifilm, Tokyo, Japan) for 5 days. The hybridization signal was digitized using a Fujifilm BAS-5000 phosphorimager and Image Reader software (Fujifilm).

### Conditioned place preference

CPP tests were performed using an unbiased procedure in a three-arm apparatus. The experiment consisted of the following phases separated by 24 h: pre-conditioning test (day 0), conditioning with a tianeptine dose of 20 mg/kg (days 1, 3, 5), conditioning with saline (days 2, 4, 6) and post-conditioning test (day 7). The CPP score was defined as the time spent in the drug-paired compartment on day 7 minus the time spent in the same compartment in the preconditioning phase on day 0. The scores were expressed as means with the standard error of the mean.

### URLs

Bioinformatic platforms: genes2mind, http://genes2mind.org; cREMaG database, http://cremag.org; PDSP Ki database, http://pdsp.med.unc.edu.

### Accession codes

Microarray data are available in the NCBI Gene Expression Omnibus (GEO) under accession numbers GEO: GSE15774, GSE48951 and GSE48954.

## Abbreviations

PCA: Principal component analysis; SRE: Serum-response element; CRE: cAMP response element; GRE: Glucocorticoid-response element; GO: Gene ontology; TFBS: Transcription factor binding site; CPP: Conditioned place preference.

## Competing interests

The authors declare that they have no competing financial interests.

## Authors’ contributions

MK designed the study, interpreted the results and drafted the manuscript. MP, WM and JD performed statistical analyses and developed bioinformatics tools. KS conducted behavioral testing. BZ was responsible for *in situ* hybridization experiments. RP coordinated the study and reviewed the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **A table listing the results of the two-way ANOVA for drug treatment factor (followed by Bonferroni or FDR corrections for multiple tests).** For drug-regulated transcripts genes2mind scores and gene network associations are provided. The second sheet contains lists of the genes from the three major gene expression networks α, β and γ. Click here for file

Additional file 2 **ANOVA results of gene expression profiling of drug effects in mouse striatum.** A figure presenting the relationship between the number of true positive results and the proportion of false positives for drug factor in ANOVA. Click here for file

Additional file 3 **A table listing the comparison of transcriptional effects of the tested psychotropic drugs.** The table contains the number of regulated transcripts (genes2mind score >10) at each time-point of the experiment (obtained using the genes2mind gene selection module). Click here for file

Additional file 4 **A figure showing a minimal spanning tree of the whole-transcriptome, based on correlation of gene expression profiles.** Each node represents one transcript (an example branch with 4 transcripts was presented on the right). The internode distance is proportional to the Spearman correlation of the expression levels of two transcripts. The top 300 drug-responsive genes are depicted by red color (defined by genes2mind score using the four time-points). Click here for file

Additional file 5 **A figure showing hierarchical clustering of drug-induced gene expression alterations in the mouse striatum.** Microarray results are shown as a heat map and include 872 transcripts with a significance (FDR < 5%) obtained from two-way analysis of variance of the drug factor. Colored rectangles represent transcript abundance 1, 2, 4 and 8 h after injection of the drug indicated above. The intensity of the color is proportional to the standardized values from each microarray. Drug-responsive gene networks were denoted on the right. Click here for file

Additional file 6 **A table listing the complete results of the GO analysis presented in the manuscript.** The analyses were performed on lists of genes that correspond to networks α, β and γ (results are presented in separate sheets). The analyzed genes are listed in Additional file 1. Click here for file

Additional file 7 **A table listing the complete results of the canonical pathways analysis presented in the manuscript.** The analyses were performed on extended (FDR < 5%) lists of genes that correspond to networks α, β and γ (results are presented in separate sheets). The analyzed genes are listed in Additional file 1. Click here for file

Additional file 8 **A figure showing examples of canonical biological pathways regulated by psychotropic drugs.** The analyses were performed on extended (FDR < 5%) lists of genes that correspond to networks patterns α, β and γ. The pathways were created based on KEGG database using the Pathways-Express online tool. Drug-responsive genes were indicated using yellow color. Click here for file

Additional file 9 **The mechanisms of tranylcypromine action predicted from expression profiles of the transcripts most sensitive to the analyzed pharmacological mechanisms (for details please see **Methods** section).** Click here for file

# Supplementary material for: Novel drug-regulated transcriptional networks in brain reveal pharmacological properties of psychotropic drugs
**Source:** BMC Genomics. 2013 Sep 8;14:606. doi: 10.1186/1471-2164-14-606

# α network

## MAPK SIGNALING PATHWAY

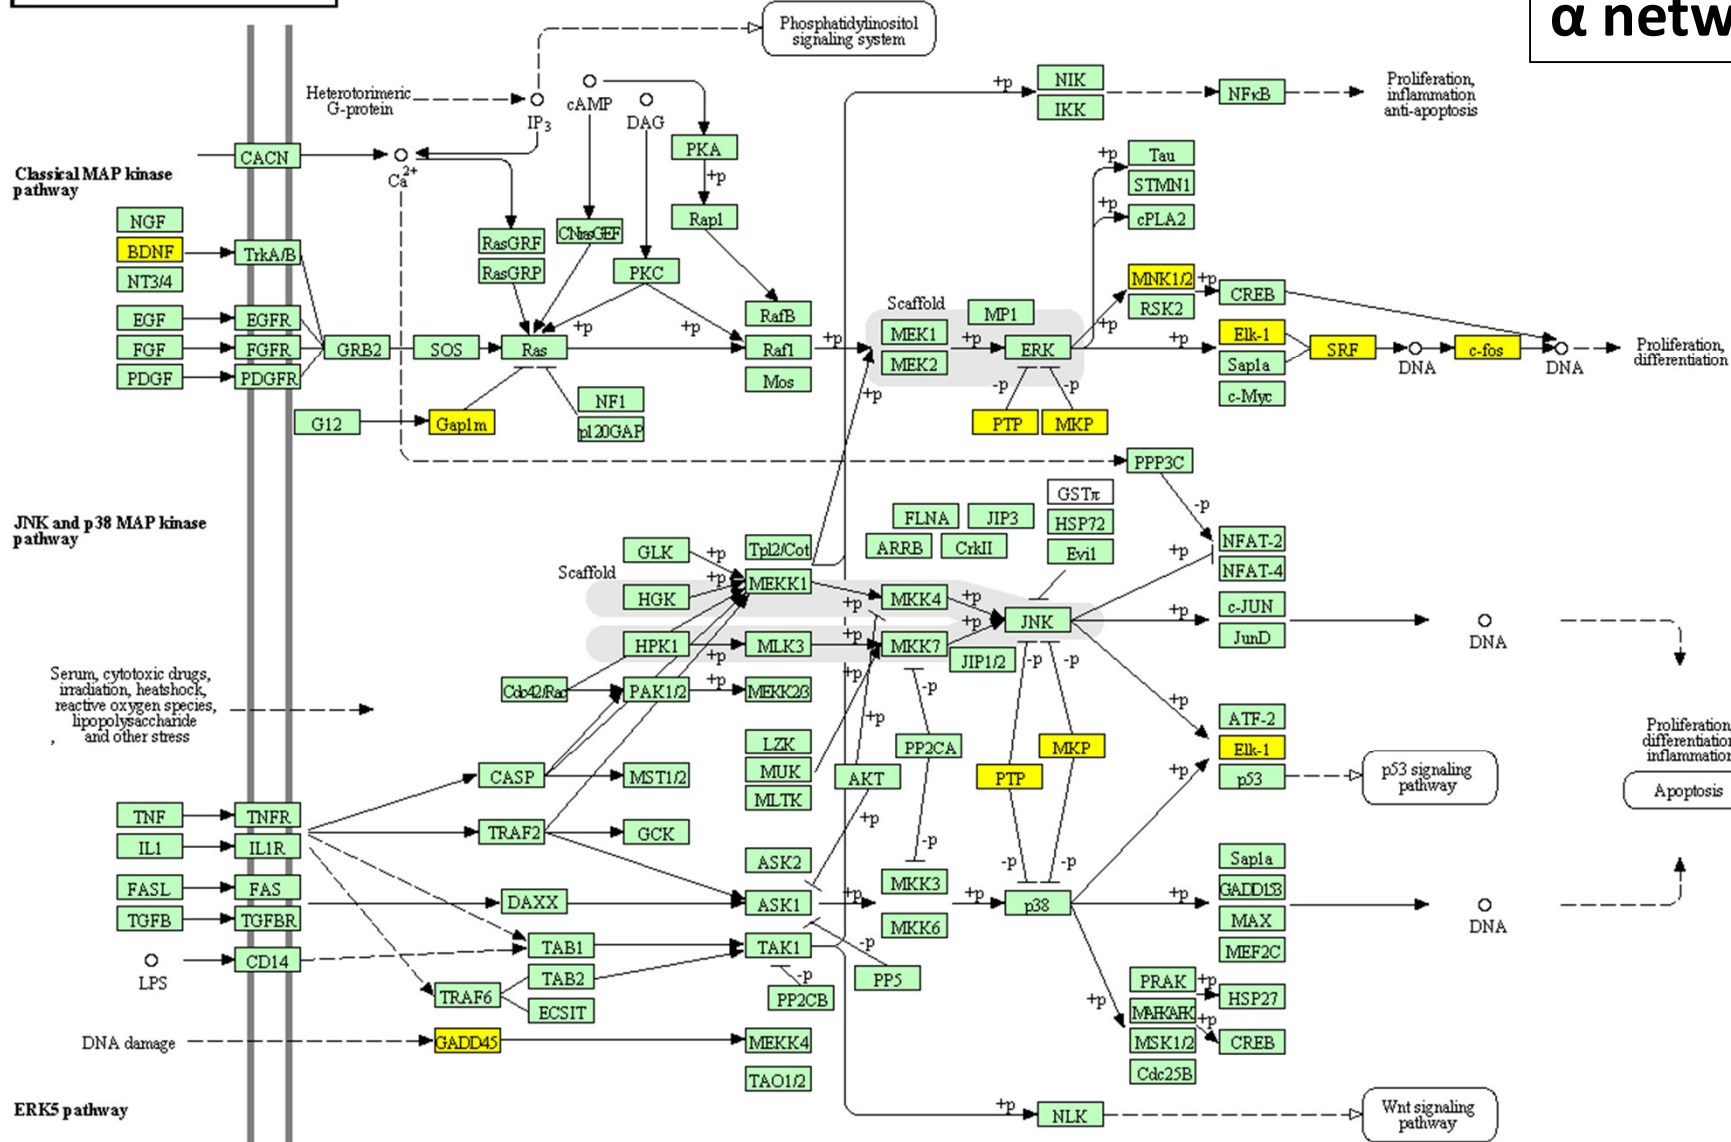

# α network

## ERBB SIGNALING PATHWAY

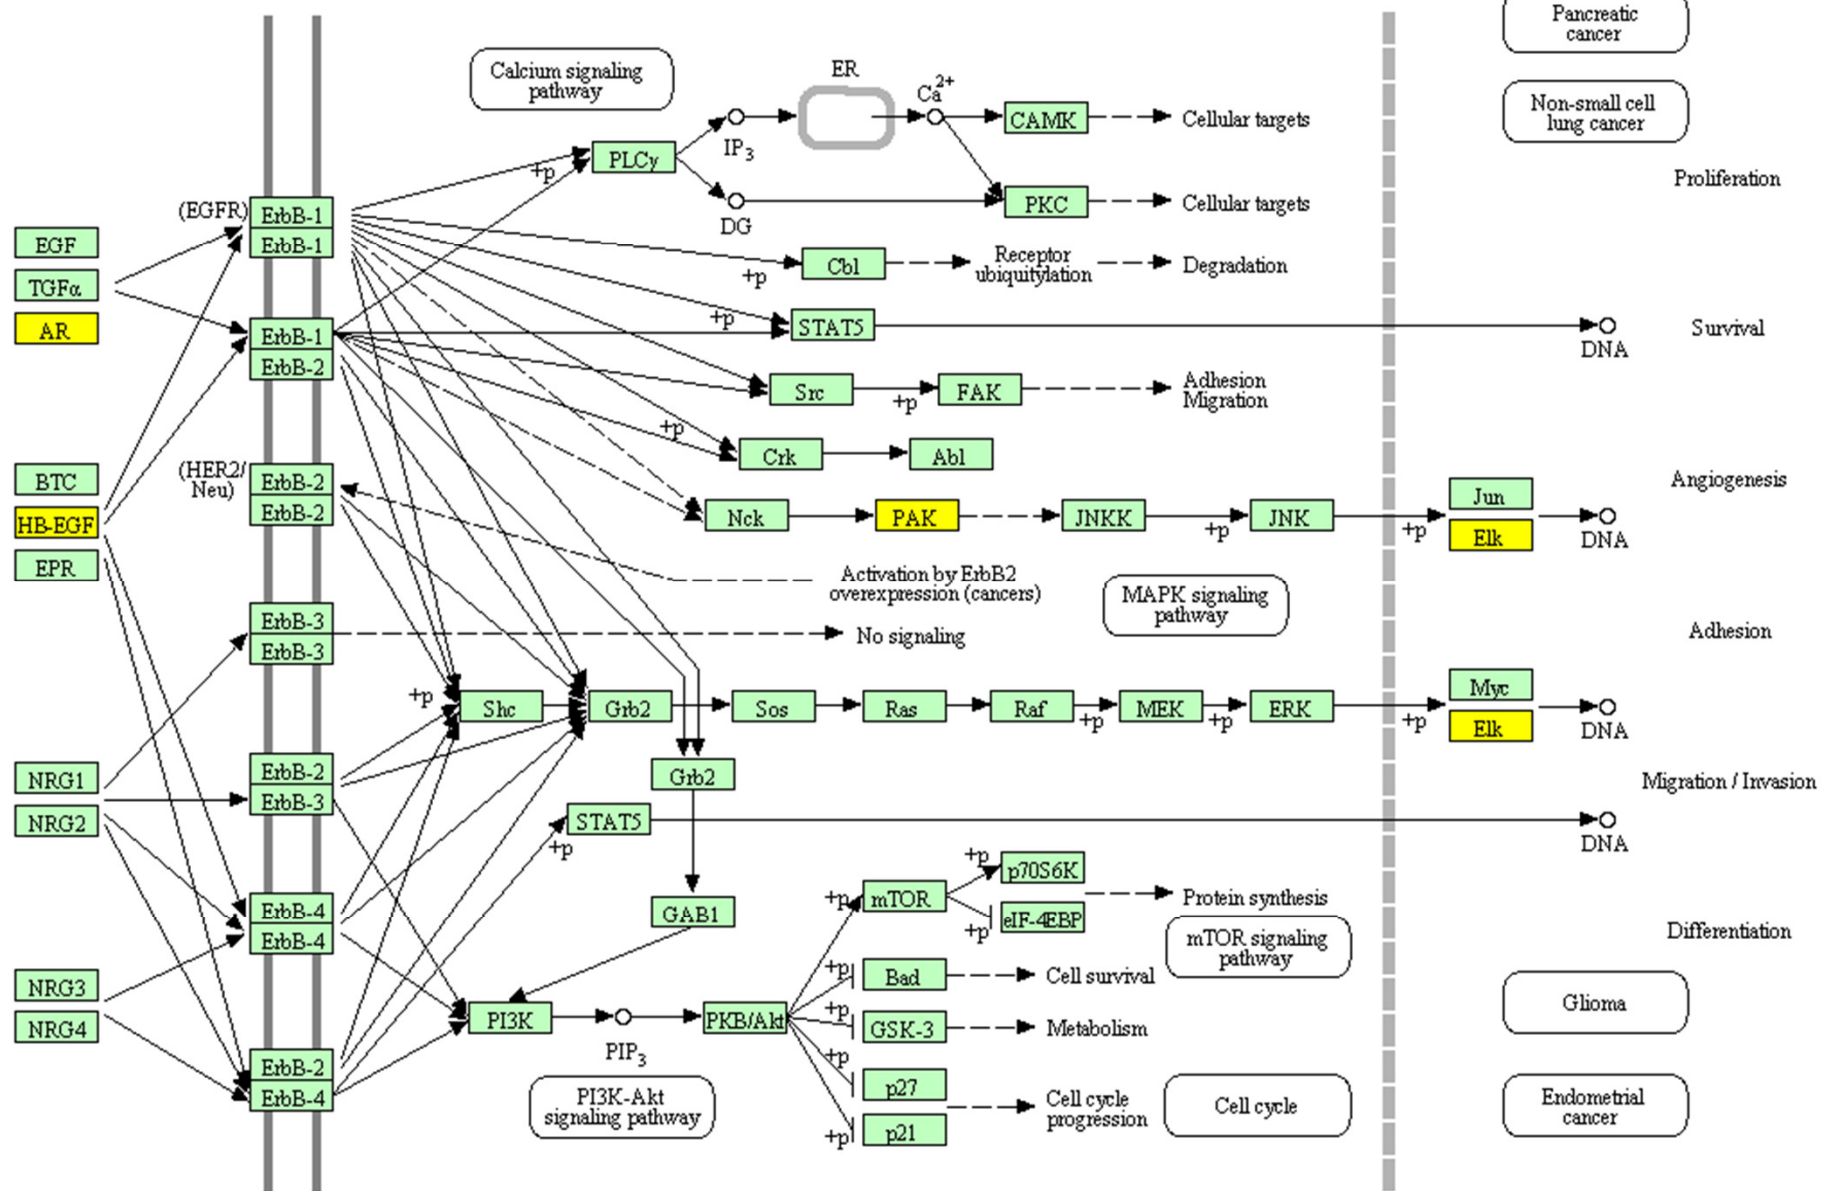

# ADIPOCYTOKINE SIGNALING PATHWAY

## $\beta$ network

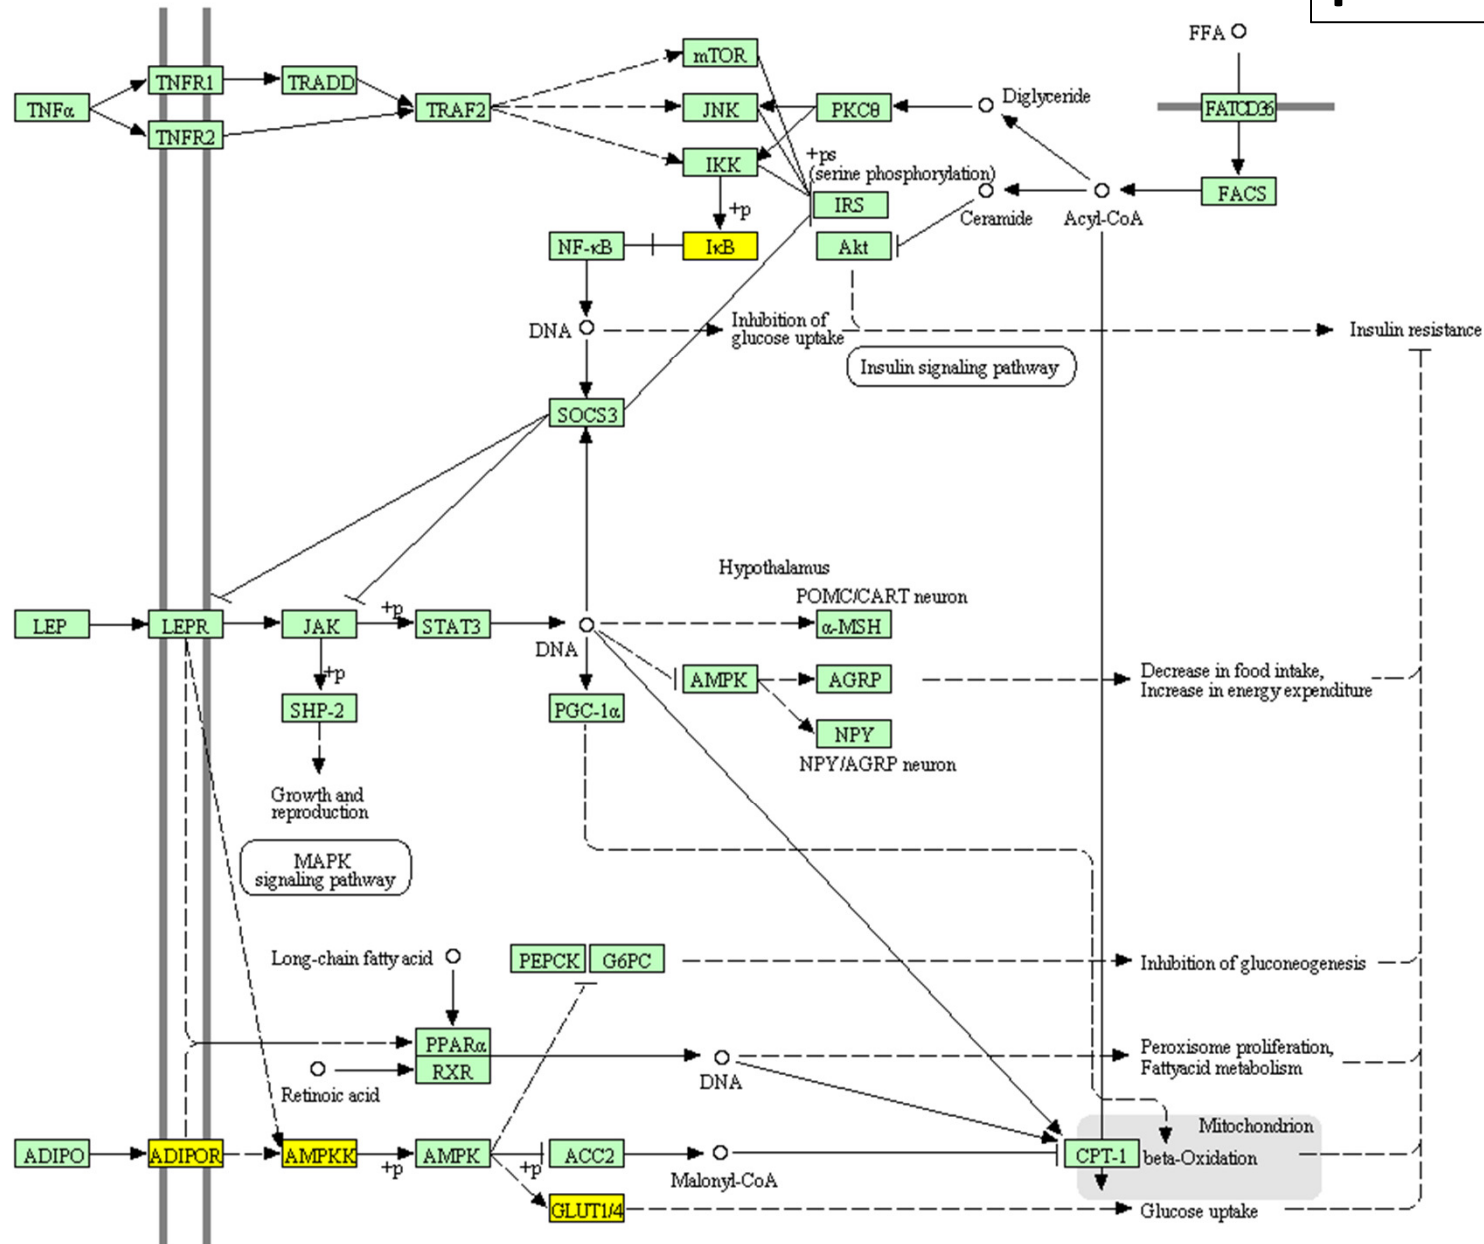

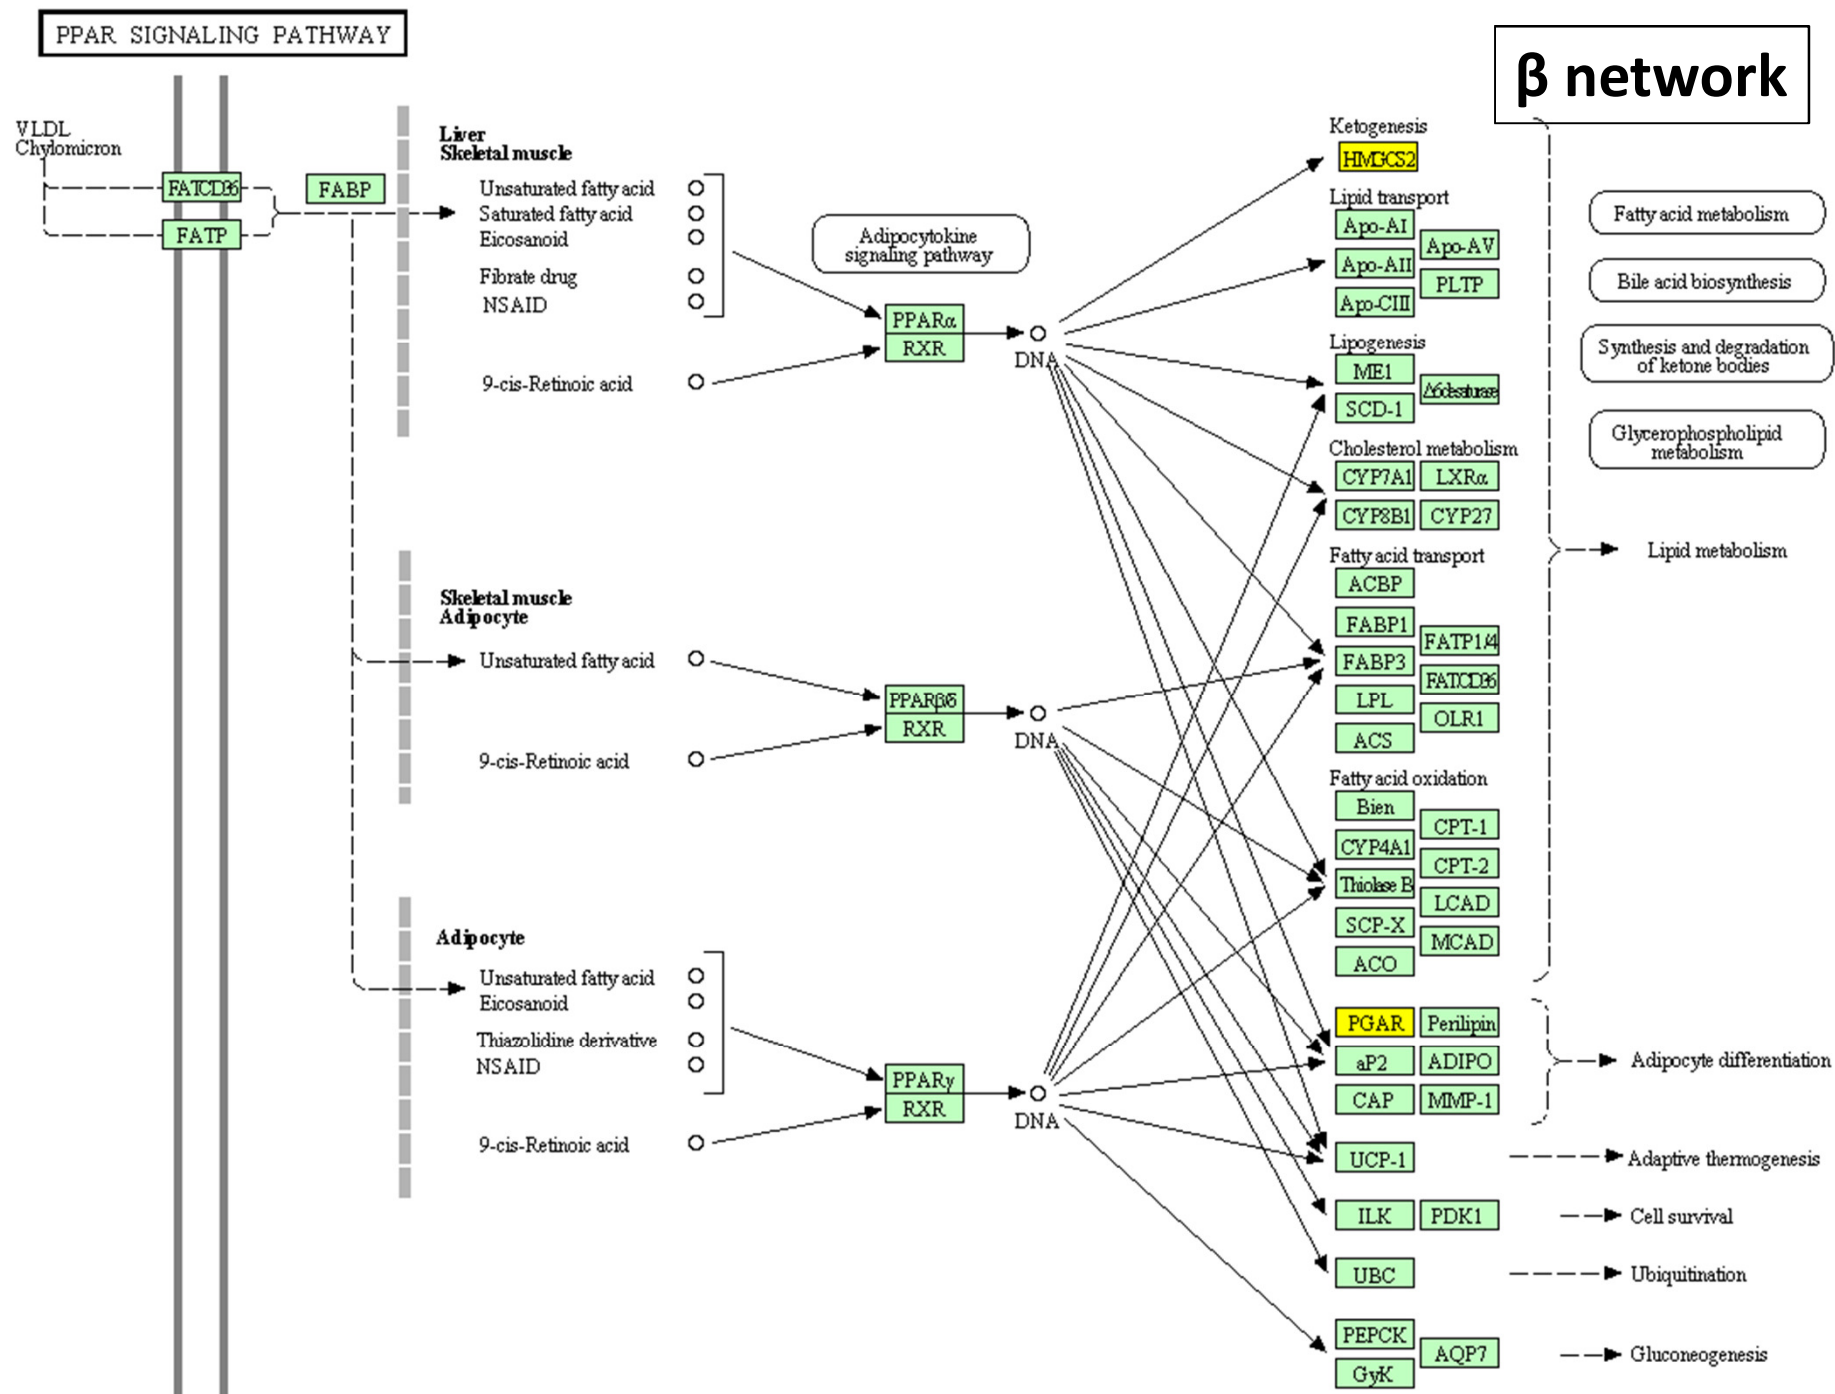

# CIRCADIAN RHYTHM

# γ network

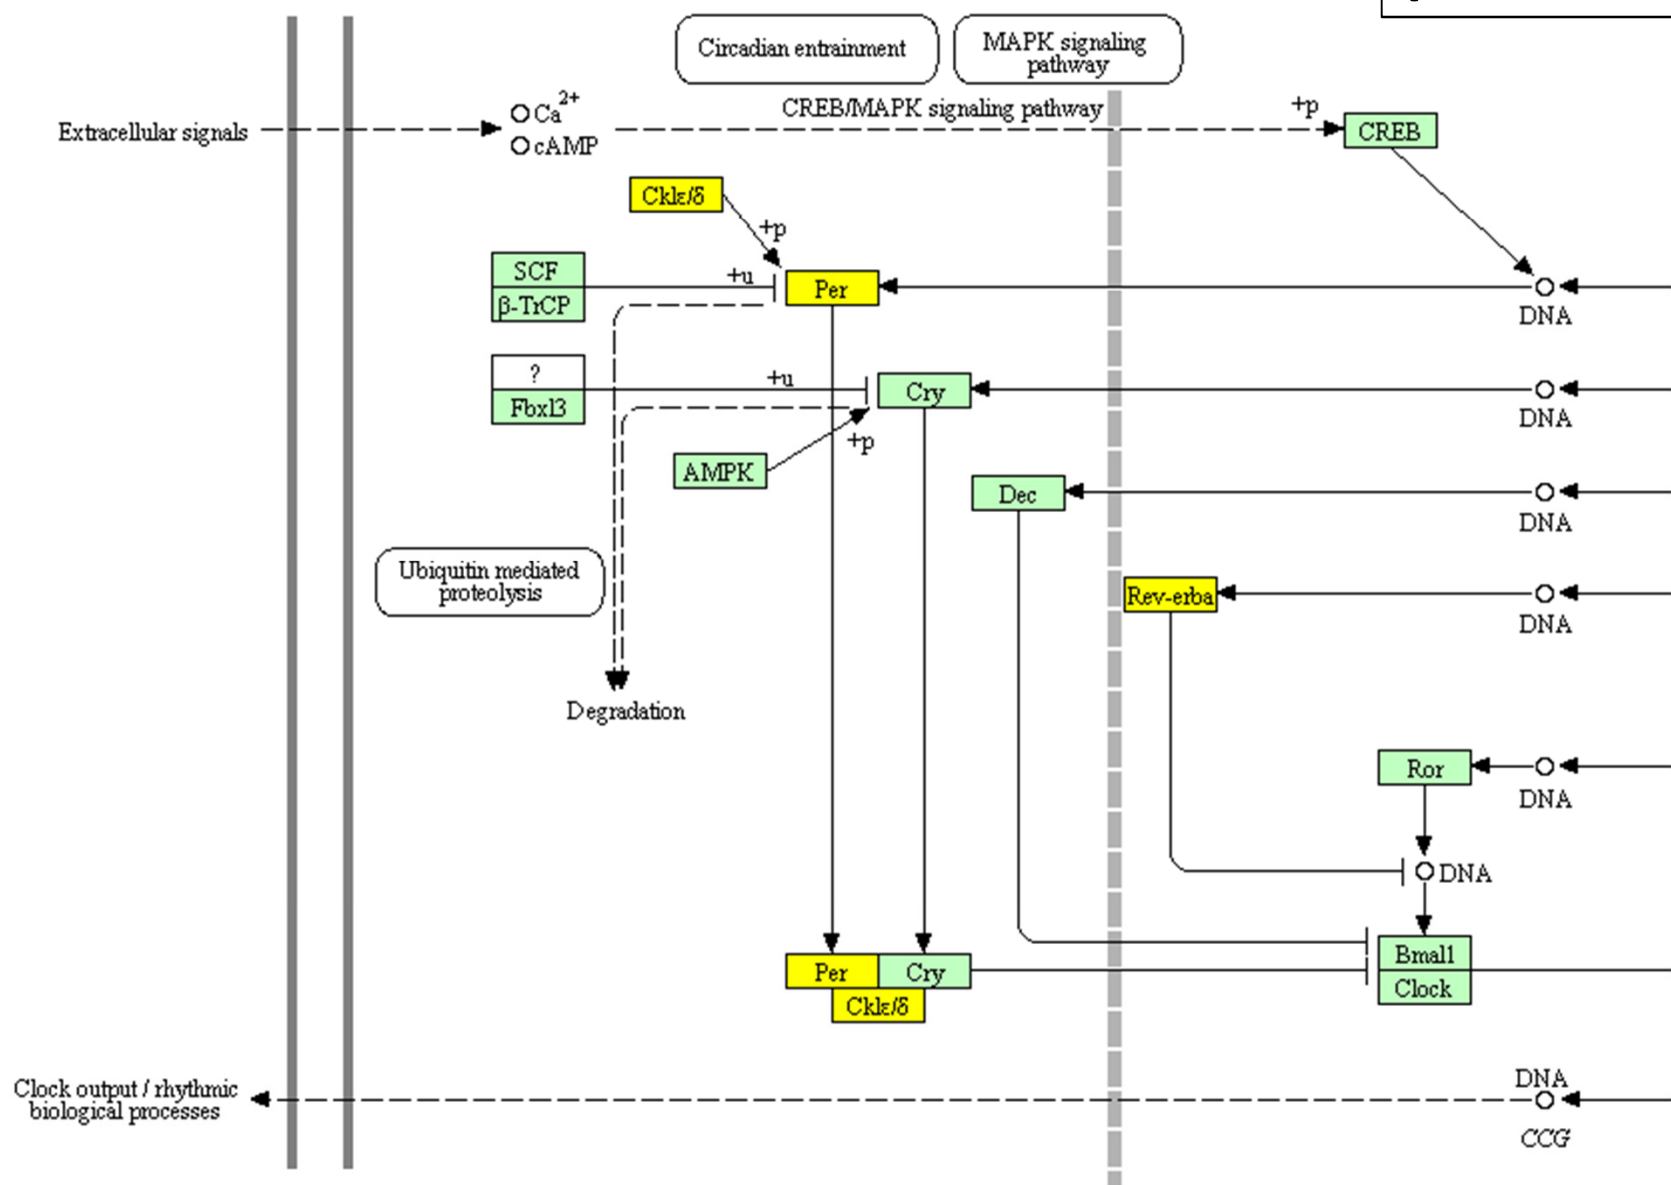

# mTOR SIGNALING PATHWAY

γ network

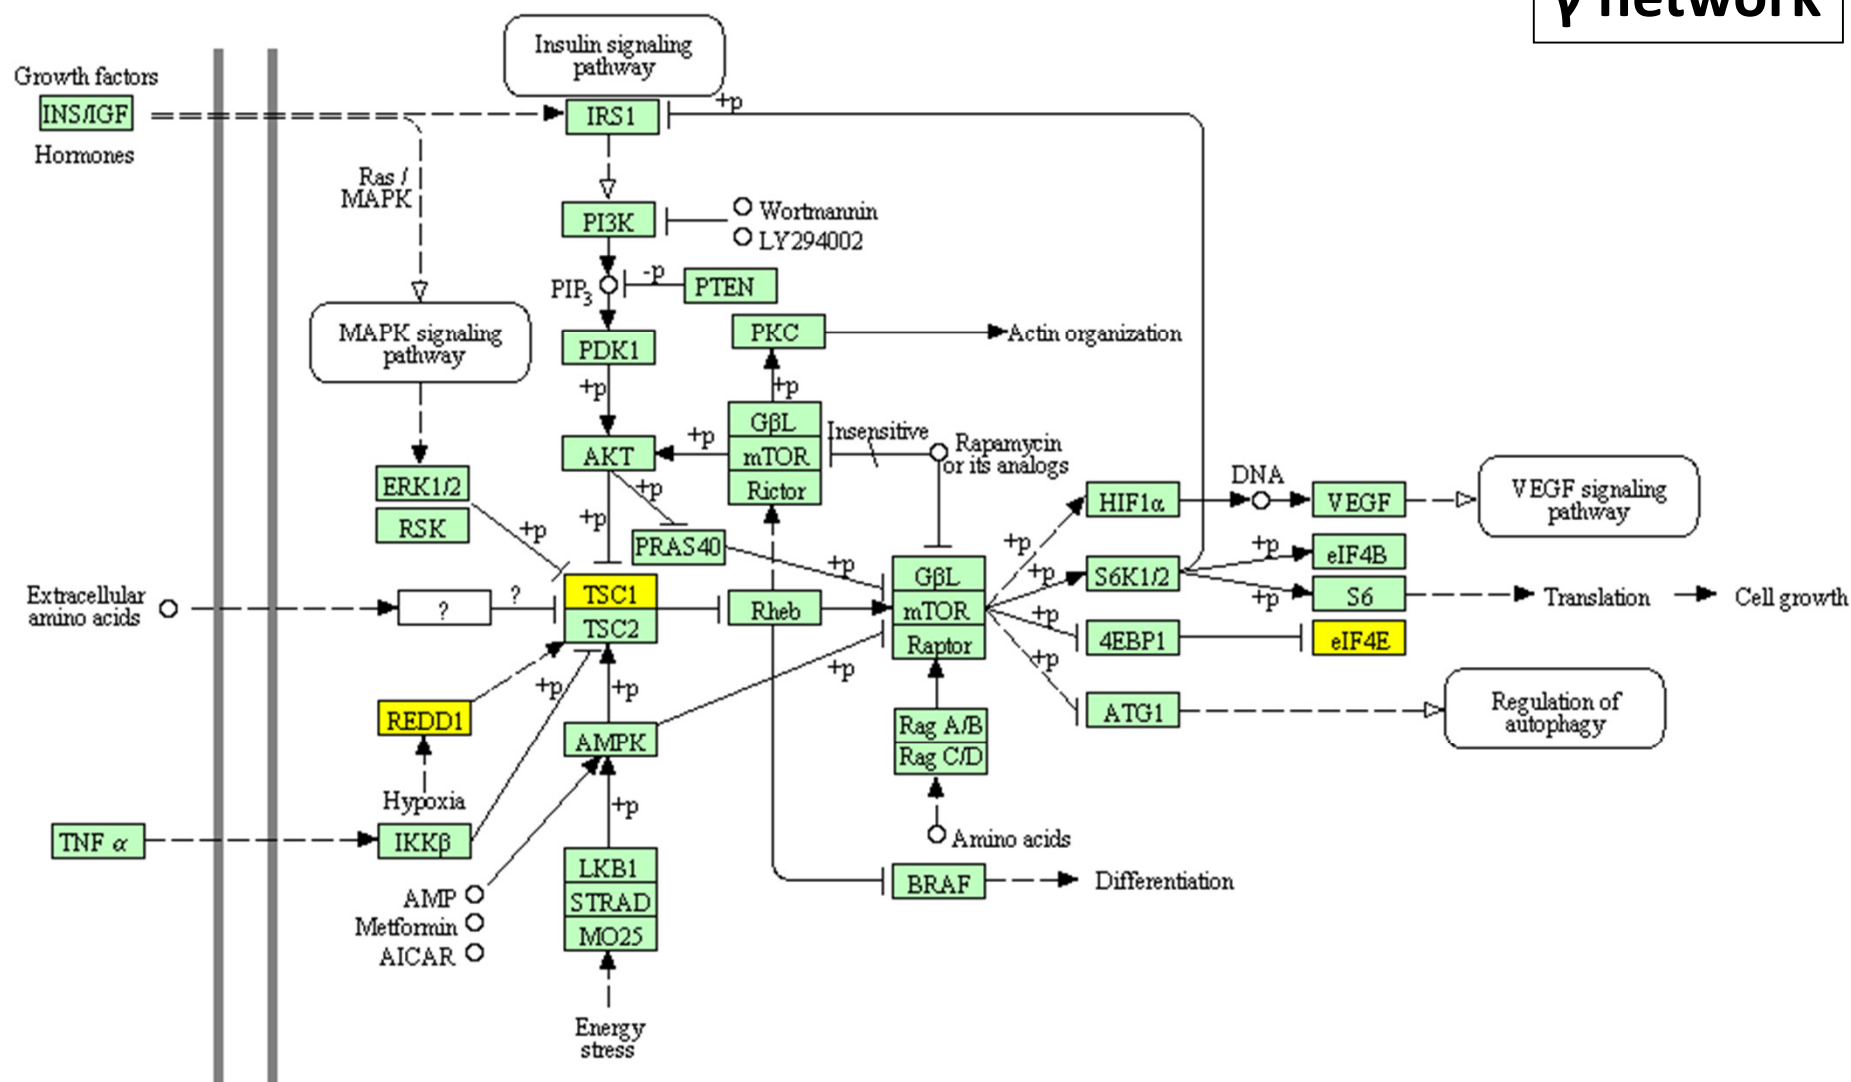

**Supplement:** Additional file 8 — A figure showing examples of canonical biological pathways regulated by psychotropic drugs. The analyses were performed on extended (FDR < 5%) lists of genes that correspond to networks patterns α, β and γ. The pathways were created based on KEGG database using the Pathways-Express online tool. Drug-responsive genes were indicated using yellow color.

How the deposited data were processed for this re-analysis (not part of the article)

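RNA of the striatum of mice was measured on Illumina MouseWG-6 arrays 1, 2, 4 and 8 h after a single injection of 1 of 9 drugs, of saline or of Tween 80, and in naive mice. Each array held pooled RNA of 2 mice, and each drug and time had 3 arrays. Arrays were grouped by drug, time and chip set as the sample labels and the paper give them, in 48 conditions, and no array was left without a condition. The other drugs of the study were not analysed here.

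The authors deposited 2 tables of log2 signal for 45281 probes on all arrays, 1 without normalization and 1 after their quantile normalization. The paper describes raw data from BeadStudio, then background subtraction, quantile normalization, log2 transformation and z-scores, and neither of these log2 tables that the authors deposited is in z-scores. No detection p-values were used here, so signal over background could not be told probe by probe. The number of arrays limits the precision.

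The values without normalization were used as deposited, with no further background correction, and quantile normalized over all arrays in limma 3.58.1 (R 4.3.3, with statmod 1.5.0 for random blocks). The 2 probes with a missing value were left out. A linear model with 52 groups (drug by time, with the saline arrays of both chip sets apart) was fitted to all arrays, which share 1 estimate of the spread of each probe, with an intensity trend in the empirical Bayes step. Drug groups were compared with the saline replicates 1 to 3 and Tween 80 arrays of the first chip set or with the saline replicates 4 to 6 of the second. The moderated F test covered the 4 times, the moderated test of a single time each of the 36 comparisons, and p-values were adjusted by the method of Benjamini and Hochberg at a false discovery rate of 5%. The effect of drug and its interaction with time were tested in a second limma model with 11 levels of drug (the 9 drugs, naive and vehicle), time and chip set.

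Genes were named from the platform's annotation. Of the 45279 probes tested, 34883 had 1 gene symbol, 18 had several and 10378 had none. Probes with several symbols were left unnamed, 13 network probes without a symbol took the study's name, and 15 network probes carry another symbol in the annotation than in the study. No symbol was updated. Where a gene had several probes, the study's network probe was used and otherwise the brightest one.

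The genes named in the text are those the paper names, members of the lists, and for each drug the 10 with the largest rise and the 10 with the largest fall among called probes whose 3 drug arrays all lay on one side of the vehicle arrays. The paper's tables and figures had been seen when this rule was written. The genes of networks beta and gamma were copied from the paper's Additional file 1 after the signal values were at hand. In all 30 lists were tested with camera at a preset correlation of 0.01 for 39 comparisons, and again with an estimated correlation and with fry.

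Chips were entered as a block, fixed or random (consensus correlation within a chip 0.208). Arrays of one replicate number did not deviate together (mean correlation of their deviations from the group means -0.004, against 0.003 for other numbers), while arrays of one chip did (0.339). Arrays of one condition correlated at a median of 0.986 and at least 0.886, and no 2 arrays were identical. The labels do not say more of the animals than that each array holds its own pool.

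The tests were checked on simulated data with 200 changed probes. Each array was drawn independently there, with no effect of the chip, so the calls of unchanged probes may be too few. For mianserin against vehicle 68% of probes changed by 0.5 on the log2 scale and 97% of those changed by 1 were recovered (100 each), and 3 unchanged probes were called. For diazepam 71% and 98% were recovered with 916 unchanged probes called, and 39% and 84% with 3 when the spread of the second chip set was used. The effect of drug, with mianserin changed, recovered 44% and 72% with 47 unchanged probes called and the interaction 1% and 29% with 20.

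Other normalizations, backgrounds, controls, blocks, spreads and tests were tried, and each replicate was left out in turn. Profiles of drugs over the network probes were compared by Pearson correlation and covariance beside unchanged groups simulated against the same vehicle arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.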

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

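The tests of the spread of the second chip set and of the array SD, the differences between 8 and 4 h, and the genes and cell-type lists singled out here were chosen only after the results were seen.

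Diazepam had the largest count of the 9 drugs, 6655 probes, and the 3 anxiolytics had similar profiles (mean r 0.5). With the spread of the second chip set alone 1 probe passed for diazepam. A simulated unchanged hydroxyzine group gave 921 called probes with 1 spread for all arrays and 0 with that of its set. A larger spread in that set can thus raise the count and stays a possible reason. The simulated 921 lie far below 6655, and the simulation held no effect of the chip, so it does not account for the whole count. A narrower range of signal on some arrays stays open. With the array SD as a covariate 3295 probes passed, but that fit used the spread that calls unchanged probes. No regroupings were made with this covariate. Unchanged groups simulated against the shared saline arrays gave a mean r of 0.49 with a 95th percentile of 0.67, so the shared controls could account for the similarity. An effect of the drugs stays open and untested beyond these values.

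Network gamma rose after risperidone, mianserin and clozapine. With the chip as a block the smallest of the ratios to the median without it was 0.68, so the chip does not account for all of the rise. A fall in body temperature, which raises cold-induced genes, could not be decided from values that pointed both ways. At 4 h the median of the heat shock genes was -0.14 after mianserin, -0.19 after risperidone and -0.08 after clozapine, as such a fall needs (adjusted p = 0.37, 0.34 and 0.13 with an estimated correlation), while *Rbm3*, which it should raise, had a mean change of -0.15 (SE 0.11 for 1 drug) on 1 probe and, within that error, -0.06 on the other, both near the median signal of all probes (8.07 and 7.98 against 8.03), where a fall is hard to measure although a rise, as that of *Areg*, is not. A shared action on serotonin receptors, as the paper proposes, and body temperature itself were not tested here.

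Network beta rose after several drugs, and its genes overlap with glucocorticoid targets. A stress response to the injection alone was argued against by the design, because vehicle-treated mice were injected too. The largest median after a drug was 0.75 above them, after mianserin at 8 h. Its size is not independent evidence, since the study chose the network on these samples. Naive mice lay at -0.05 against vehicle over all times together, which is not directly comparable with a median at a single time. A stronger stress response to some of the drugs may remain as an explanation and was not tested.

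The numbers of probes were set against 100 regroupings of the arrays, the real one included. A count as large was found in 1 for tranylcypromine (399, highest of the others 70), in 1 for mianserin (660 and 173), in 1 for clozapine (15 and 4), in 1 for risperidone (271 and 87) and in 1 for haloperidol (32 and 7), so that a chance assignment of the arrays was excluded for these. The regroupings ignored the chips, and with the chip as a block these counts were 483, 901, 16, 553 and 53. For diazepam a count as large was found in 2 (6655 and 6812, median of the others 1196), which argues against a chance assignment of its arrays but not against the spread or the chips, since the regroupings ignored both and the count was 418 with the chip as a block and 1 with the spread of its chip set. Chance was not excluded for buspirone (174, reached in 38, highest 5447) or hydroxyzine (898, in 17, highest 2458). For bupropion, Tween 80 against saline and naive against vehicle the count was 0, which all 100 regroupings must reach, so they decide nothing there. A chance assignment of the arrays was excluded for both saline sets (16385, in 1, highest 9622). It was also excluded for the effect of drug at the Bonferroni threshold (346, in 1, highest 5) and at 5% (998, in 1, highest 292). With the chip as a block the latter counts were 631 and 2422. For the gene lists 280 tests were called by camera on the moderated statistics. That count was reached in 1, with a highest of 209 and a median of 136 among the others. The lists include networks alpha, beta and gamma, which the study formed on the same arrays, so chance cannot be called excluded for them. For network gamma between risperidone and haloperidol a count as large was found in 2 (10 and 10, and 5 without risperidone replicate 1), which decides nothing, since the study chose these genes on the same arrays. For the interaction it was found in 2 (118 and 369), which argues against a chance assignment of the arrays but not against their structure, as the regroupings ignored the chips (247 with the chip as a block). Chance was not excluded for the sum over all drugs at each time (4594, in 20, highest 17357). Some regroupings of buspirone and hydroxyzine arrays, of the interaction and of the sum called several times the real count, which points to a structure of the samples whose cause was not tested.

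A drug by time interaction was found for 118 probes. Between risperidone and haloperidol 10 probes of network gamma differed. The median difference of risperidone minus haloperidol was 0.32 for network gamma and glucocorticoid targets, 0.22 for network beta, 0.02 for adipocytokine and PPAR signalling, -0.07 for immediate early genes, -0.11 for MAP kinase phosphatases and -0.12 for network alpha.

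From 4 to 8 h after tranylcypromine the median change of network beta moved by -0.22, that of network gamma by -0.21, that of glucocorticoid targets by -0.35 and that of heat shock genes by 0.3. Without tranylcypromine replicate 3 the first 3 moved by -0.11, -0.15 and -0.19 and did not pass (adjusted p = 0.33, 0.29 and 0.16). Network beta did not pass without replicate 2 (-0.23, adjusted p = 0.051) or Tween 80 replicate 1 (-0.16, adjusted p = 0.14). Without replicate 2 the heat shock genes moved by 0.05. After mianserin network beta moved by 0.23 (0.08 without its replicate 3, adjusted p = 0.29) and microglia markers by -0.17 (-0.28 without replicate 2). After risperidone network beta moved by -0.47, network gamma by -0.52 and glucocorticoid targets by -0.64.

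Among the vehicle arrays of the first chip set at 8 h, Tween 80 replicate 1 lay far above the other 5 in the mean log2 level of network beta (10.1) and of glucocorticoid targets (11). These are 2 of 28 such tests, where chance gives 1.4.

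The paper does not discuss the following genes. After tranylcypromine *Hspa1a* stood at 2.52 and *Hspa1b* at 1.89 at 8 h, *Inhba* at 1.83 at 4 h, and *Opalin* at -1.26 and *Hes5* at -1.15 at 8 h. Without tranylcypromine replicate 2 the changes of *Hspa1a* and *Hspa1b* were 0.70 and 0.59, and the call of *Hspa1b* was lost. After mianserin *Clk1* stood at -1.72, *Clk4* at -1.13 and *Hes5* at -1.27 at 2 h and *Slc38a5* at -1.13 at 8 h. After risperidone *Clk1* stood at -1.24 and *Clk4* at -1.03 at 2 h, and the call of *Clk4* was lost without risperidone replicate 1 (adjusted p = 0.053). After haloperidol *Inhba* stood at 1.44 at 4 h and *Gadd45b* at 1.12 at 1 h.

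Of the gene lists, microglia markers had a median change of -0.12 at 4 h and -0.32 at 8 h after tranylcypromine, -0.29 at 8 h after mianserin and -0.19 at 8 h after risperidone. Heat shock genes had a median of 0.51 and oligodendrocyte markers of -0.19 at 8 h after tranylcypromine. Without tranylcypromine replicate 2 the median of the heat shock genes was 0.35 and that of the microglia markers at 8 h -0.18. With all arrays and the chip as a block the latter was -0.15. By camera with the preset correlation, the call of the oligodendrocyte markers was lost without tranylcypromine replicate 1 (adjusted p = 0.059), as was that of the microglia markers at 4 h (0.054).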

How the results depend on the processing

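The settings that estimate the spread of each chip set apart, the array weights, the array SD, the first chip set alone, the fold as absolute log2, 1 saline array for each anxiolytic, and lists or profiles with the chip as a block were chosen after the data had been seen. The cause of the changes was not tested. Of the planned settings 150 gave a result within 1.5 times of the one reported and 77 did not, and of those added 20 did and 44 did not. For 55 values of single genes 1233 settings were run, 1143 gave the same direction and call, 77 were weaker, 13 stronger and 0 reversed. Signal over background could not be used, since no detection values were at hand, and 3 arrays per drug and time limit what can be called.

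With median scaling tranylcypromine changed 248 probes, diazepam 2721, buspirone 1, hydroxyzine 0, clozapine 6, risperidone 143 and haloperidol 263, network gamma differed by 6 probes between risperidone and haloperidol, the sum over all drugs and times was 972, and 663 probes had an effect of drug at 5% and 40 an interaction. The share of changed probes that were higher was 75.4% for tranylcypromine, 27.3% for diazepam, 100% for clozapine, 77.6% for risperidone and 55.1% for haloperidol. With the probes above the median signal hydroxyzine changed 1384 and network gamma differed by 16. With the chip as a fixed block diazepam changed 418, buspirone 558, hydroxyzine 292, risperidone 553 and haloperidol 53, network gamma differed by 17, the sum was 2164, and 631, 2422 and 247 probes had an effect at the Bonferroni threshold, at 5% and an interaction. With the chip as a random block the values were diazepam 2611, buspirone 733, hydroxyzine 386, risperidone 461, network gamma 17, effect at 5% 1755 and interaction 182.

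Against all vehicle arrays of both chip sets bupropion changed 3026 probes, tranylcypromine 2515, mianserin 3888, diazepam 15105, buspirone 12158, hydroxyzine 12200, clozapine 352, risperidone 2520 and haloperidol 1490, with a sum of 63484. On z-scores within chip set against all vehicle arrays diazepam, buspirone, hydroxyzine and clozapine changed 0, risperidone 63 and haloperidol 1, the sum was 922, and the similarity was 0.28 among the anxiolytics and 0.36 for haloperidol and tranylcypromine. Against the own vehicle of Table 1 mianserin changed 355, clozapine 6, risperidone 167 and haloperidol 21, and against saline only mianserin changed 355, clozapine 5 and risperidone 135. With Tween 80 of the first chip set as control diazepam changed 14665. A plain two-way analysis without chip set gave 11024 and 24108 probes with an effect and 59 with an interaction.

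With the spread of the own chip set tranylcypromine changed 719, mianserin 1474, clozapine 23, risperidone 554, haloperidol 59, diazepam 1, buspirone 2 and hydroxyzine 0, and network gamma differed by 17. With the chip as a block besides, these were 667, 1341, 29, 928, 66, 7, 8, 0 and 19. For diazepam, buspirone and hydroxyzine that spread gave 0, 0 and 0 with median scaling (0, 3 and 0 with the chip as a block), 2, 3 and 0 with array weights (12, 11 and 0), and 1, 2 and 0 with the second chip set normalized and fitted alone (8, 9 and 0). With the array SD as a covariate diazepam changed 3295. On the first chip set alone 532 and 1958 probes had an effect of drug and 189 an interaction.

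The methods' t-test against saline of the own chip set gave sums of 1550948 at a score above 10 with fold as a ratio, 332146 with fold as absolute log2 and 2 after Benjamini-Hochberg adjustment, and against all saline arrays 1559717, 433496 and 16. Of the gene list tests 153 passed with an estimated correlation and 177 with fry, against 279. The similarity among the anxiolytics was 0.70 over probes called for any drug, 0.60 over all probes, 0.38 with the chip as a block and 0.13 with 1 saline array each. For clozapine and risperidone it was 0.49 over called probes and 0.37 over all probes, for mianserin and risperidone 0.46 over all probes, and for haloperidol and risperidone 0.42 over called probes.

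With the replicate number as a block the counts were 392 for tranylcypromine, 645 for mianserin, 16 for clozapine, 269 for risperidone, 31 for haloperidol and 10 for network gamma, and it changed no call beyond 1.5 times. The anxiolytics share no replicate number with their saline arrays, so no such fit was made for them, and the chip as a fixed block gave no value between the saline sets.

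Without 1 replicate the counts ranged from 238 to 369 for tranylcypromine, 354 to 647 for mianserin, 2373 to 8951 for diazepam, 65 to 2181 for buspirone, 371 to 2713 for hydroxyzine, 3 to 16 for clozapine, 135 to 237 for risperidone, 19 to 33 for haloperidol and 5 to 11 for network gamma. Those of diazepam were 2373 without its replicate 1 and 3834 without saline replicate 6, those of buspirone 99, 2181 and 108 without its replicates 1, 2 and 3 and 65, 505 and 640 without saline replicates 4, 5 and 6, and those of hydroxyzine 2092, 371 and 2102 without its replicates 1, 2 and 3 and 581 and 2713 without saline replicates 4 and 5.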

Differences from the paper's values

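The spread of each chip set apart was chosen after the values were seen, and the other settings named here were set before the data were examined. The paper's numbers of transcripts in Additional file 3, summed over the 4 times, are at a score above 10, and the numbers here are probes at a false discovery rate of 5%, so the thresholds differ. The paper's sums and those found here were 118 and 0 for bupropion, 1067 and 568 for tranylcypromine, 1294 and 671 for mianserin, 113 and 2406 for diazepam, 97 and 277 for buspirone, 46 and 297 for hydroxyzine, 94 and 10 for clozapine, 729 and 335 for risperidone, and 309 and 30 for haloperidol. Under each of the planned readings of the methods' t-test, with the score above 10 or adjusted, against saline of the own chip set or all saline arrays, all 9 sums still differed by more than 1.5 times. With the spread of each chip set apart, chosen after seeing the values, the sums were 1042 for tranylcypromine, 1416 for mianserin and 674 for risperidone, within 1.5 times of the paper's, and 2 for diazepam, 1 for buspirone, 0 for hydroxyzine and bupropion, 19 for clozapine and 50 for haloperidol, which were not. Over the 9 drugs the rank correlation with the paper's sums was 0.42 with 1 spread and 0.82 with that spread.

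The paper states that the vehicle batches did not differ. Between saline of both chip sets 16385 probes differed here on values that were not z-scored, while Tween 80 and saline of the first chip set differed in 0.

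The paper names diazepam as an inhibitor of *Npas4* and *Egr1*. Both passed with 1 spread for all arrays (adjusted p = 0.0014 and 0.00096) and with the chip as a block (0.013 and 0.0034), and neither did with the spread of the chip set (0.27 and 0.3). The paper gives *Arc* among the genes raised by buspirone, where it was not called here. It gives *Cdkn1a* as raised by all drugs but imipramine, diazepam and hydroxyzine, and here bupropion (adjusted p = 1) and haloperidol (0.078) did not change it, although haloperidol did with the chip as a block (0.0027).

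The paper places the change of *Areg* at 4 h after tranylcypromine, and the largest value here was that of 2 h (1.51, against 0.91 at 4 h). It reports a fall of *Mtor* after tranylcypromine, which stood at -0.25 at 8 h here with an adjusted p of 0.99, while *Cirbp* was lower (-0.79). It counts clozapine among the drugs that induce network gamma, of which 1 of 24 genes passed here, 9 when adjusted over the list alone, with a median of 0.34 at 4 h that passed as a list.

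The paper describes the changes as mostly gone at 8 h. By the number of called probes that was so here for risperidone, clozapine and haloperidol. The difference between 8 and 4 h was not tested for clozapine or haloperidol. With the spread of its chip set haloperidol had 8 probes at 4 h and 6 at 8 h. After risperidone *Plin4* still stood at 3.4 times the vehicle level at 8 h. Tranylcypromine changed 334 probes at 8 h (94 without its replicate 2) and mianserin 262 (103 and 115 without its replicates 1 and 3). *Cdkn1a* was at 6.01 times the vehicle level at 8 h after mianserin and 4.06 times at 4 h. The paper lists *Trove2* in network gamma, and the probe annotated here as *Ro60*, its current symbol, did not change (adjusted p = 1 for all 9 drugs), while the study's probe, annotated as *Fam120b*, rose by 1.31 at 4 h after mianserin.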

Other observations

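The leave-one-out values of single lists and genes in this part were chosen after the results were seen.

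Heat shock and chaperone genes rose after tranylcypromine: 11 of 31 were higher over the 4 times and none was lower (15 when adjusted over the list alone), with *Hsph1* at 0.99, *Bag3* at 0.96, *Chordc1* at 0.90, *Dnajb1* at 0.85 and the endoplasmic reticulum chaperone gene *Pdia4* at 0.66 on the log2 scale at 8 h (3 drug and 6 vehicle arrays). In replicate 2 the log2 signal of *Hspa1b* was 12.5 and of *Hspb1* 11.4, against 8.7 and 9.7 in replicate 1, 8.5 and 10 in replicate 3 and at most 8.2 and 9.2 in vehicle arrays. *Dnajb1* stood at 12.9, 14 and 13.1 in the 3 replicates and at 12.3 to 12.7 in vehicle arrays, and *Bag3* was 0.54 higher than vehicle without replicate 2. By camera with the preset correlation the adjusted p of the list at 8 h was at most 9.9e-10 without any 1 replicate. With an estimated correlation and all arrays it was 3.5e-05. No value with an estimated correlation is at hand without replicate 2, so whether the call holds there under that test is not known. The median of the list at 8 h minus that at 4 h was 0.3 with all arrays and 0.05 without replicate 2.

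Of 12 striatal neuropeptide genes tranylcypromine raised 3, *Cartpt*, *Pdyn* (0.74 at 8 h) and *Nts* (0.71 at 4 h), and lowered none (3 when adjusted over the list alone), and haloperidol raised 1, *Nts* (0.85 at 2 h, adjusted p = 0.028). The call of *Pdyn* was lost without tranylcypromine replicate 2 (adjusted p = 0.12) and that of *Nts* without its replicate 1 or 2 (0.074), and that of *Nts* for haloperidol without its replicate 1, 2 or 3, saline replicate 1 or Tween 80 replicate 1, 2 or 3 (largest 0.46). Of 14 microglia markers tranylcypromine lowered 3 (4 when adjusted over the list alone), *Cx3cr1* (-0.67 at 4 h), *Trem2* (-0.52 at 8 h) and *Gpr34* (-0.42 at 4 h). The call of *Cx3cr1* was lost without tranylcypromine replicate 1 or 2, saline replicate 1, 2 or 3 or Tween 80 replicate 1 (largest adjusted p 0.72), that of *Trem2* without tranylcypromine replicate 2 or 3, saline replicate 1 or 3 or Tween 80 replicate 1 or 3 (0.55), and that of *Gpr34* without tranylcypromine replicate 1, 2 or 3, saline replicate 1 or 2 or Tween 80 replicate 2 or 3 (0.52). As a list the markers were lower 8 h after tranylcypromine, mianserin and risperidone, with adjusted p of 4.8e-04, 1.5e-03 and 2.0e-05 with an estimated correlation. After mianserin the astrocyte factor gene *Sox9* stood at -0.70 at 4 h (adjusted p = 0.012), the oligodendrocyte gene *Sox10* at -0.55 at 4 h (adjusted p = 0.0037) and *Ugt8a* at -0.67 at 8 h (adjusted p = 0.031). Without mianserin replicate 1 all 3 calls were lost, that of *Sox9* also without replicate 3 (largest adjusted p 0.34, and 0.19 for *Sox10*) and that of *Ugt8a* without mianserin replicate 1, 2 or 3, saline replicate 1 or 3 or Tween 80 replicate 3 (0.56).

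Bupropion, with 0 changed probes, had medians of 0.28 for glucocorticoid targets (adjusted p = 3.5e-04 with an estimated correlation) and 0.22 for ependymal markers (0.044) at 2 h. The median of the ependymal markers was 0.14 without bupropion replicate 3, where the list was not called at the preset correlation (adjusted p = 0.054). Choroid plexus markers had medians of 0.41 at 2 h (adjusted p = 0.071 with an estimated correlation, and a median of 0.22 without bupropion replicate 1) and -0.34 at 8 h (0.37), and cortex markers of -0.20 at 2 h (0.38, and a median of -0.08 without bupropion replicate 3). Cholinergic interneuron markers had a median of -0.22 at 8 h after clozapine (0.042). Cortex markers had a median of -0.32 at 4 h after haloperidol (0.017).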
